# Characterization of oncohistone H2B variants in *Schizosaccharomyces pombe* reveals a key role of H2B monoubiquitination deficiency in genomic instability by altering gene expression

**DOI:** 10.1093/femsyr/foaf027

**Published:** 2025-05-22

**Authors:** Guangchun Lu, Li Liu, Mitchell Opoku, Ruifan Zhu, Haiyang Wang, Gang Feng

**Keywords:** *Schizosaccharomyces pombe*, fission yeast, oncohistone H2B, H2B monoubiquitination, gene expression, genomic instability

## Abstract

Various amino acid substitutions commonly occur at one residue of a histone in human cancers, but it remains unclear whether these histone variants have distinct oncogenic effects and mechanisms. Our previous modeling study in the fission yeast *Schizosaccharomyces pombe* demonstrated that the oncohistone mutants H2BG52D, H2BD67N, and H2BP102L cause the homologous recombination defects and genomic instability by compromising H2B monoubiquitination (H2B^ub^). However, it is unknown whether other amino acid changes at the H2B-Gly52/Asp67/Pro102 residues influence H2B^ub^ levels and whether they cause genomic instability by altering H2B^ub^-regulated gene expression. Here, we construct diverse oncomutants at the sole H2B gene *htb1-Gly52/Asp67/Pro102* sites in *S. pombe* and study their impacts on genotoxic response, H2B^ub^ levels, and gene expression. Interestingly, the oncomutants *htb1-G52D, htb1-D67N*, and *htb1-P102L* exclusively exhibit significant genotoxic sensitivity, reduced H2B^ub^ levels, and altered gene expression. These defects can be rescued by restoring H2B^ub^ levels with the deletion of the H2B deubiquitinase *ubp8^+^*. These strong genetic correlations suggest that H2B^ub^ deficiency plays a determinant role in the genomic instability of *htb1-Gly52/Asp67/Pro102* oncomutants and that the alteration of gene expression due to reduced H2B^ub^ levels is a novel mechanism underlying the genomic instability caused by *htb1-G52D, htb1-D67N*, and *htb1-P102L* oncomutations.

## Introduction

The missense mutations in a single copy of histone genes are frequently found in human cancers, and the encoded proteins are described as oncohistones (Mohammad and Helin 2017, Qiu et al. 2018). A residue of an oncohistone can be substituted for various amino acids with different frequencies (Funato and Tabar 2018). In the case of canonical oncohistones, H3K27M (lysine-to-methionine), H3G34R/V/W/L (glycine-to-arginine/valine/tryptophan/leucine), and H3K36M mutants occur most frequently in pediatric cancers (Liu et al. 2014, Kallappagoudar et al. 2015, Wan et al. 2018). Their common oncogenic mechanism is the perturbation of posttranslational modifications (PTMs) of histone H3 (Weinberg et al. 2017, Lowe et al. 2019, Espinoza Pereira et al. 2023). Two main consequences of perturbed histone PTMs are alteration in gene expression and genomic instability, both of which can promote oncogenesis (Dabin et al. 2024, Selvam et al. 2024, Yadav et al. 2024).

The H3K27M mutant, which occurs in 78% of diffuse intrinsic pontine gliomas, and the H3K27I (lysine-to-isoleucine) reduce the global H3K27me3 levels *in trans*, whereas the other 18 amino acid substitutions of H3K27 have no such effect (Lewis et al. 2013). However, the reduction in H3K27me3 levels and its impact on gene expression are not uniform across the genome (Chan et al. 2013). H3K27me3 abundance is reduced in weak PRC2 complex target genes and enhances their expression; however, H3K27me3 is retained in strong PRC2 target genes and silences genes (Sahu and Lu 2022). Therefore, the influence of H3K27M/I on gene expression in cancer may not be simply attributed to the loss of H3K27 methylation or PRC2 activity. In addition, H3K27M reduces homologous recombination (HR) and increases replication stress (Caeiro et al. 2024). The H3K36M mutant, which is identified in 95% of chondroblastomas, and the H3K36I both lead to reduced levels of global H3K36me2/3 and elevated levels of H3K27me2/3 *in trans*. However, other oncohistone H3K36R and nononcohistone H3K36L/A (lysine-to-leucine/alanine) have no such effects (Lu et al. 2016). The genome-wide altered gene expression does not appear to be determined mainly by the loss of H3K36me2/3. Instead, the gain and redistribution of H3K27me3 may play a more significant role in the gene expression profile of the H3K36M mutant (Sahu and Lu 2022). Moreover, H3K36M decreases the activity of HR repair for DNA breaks (Caeiro et al. 2024), and H3K36R is also defective in the response to DNA breaks (Zhang et al. 2023). Among the H3G34 oncomutants, the H3G34R/V are found in 20% of pediatric high-grade glioma, whereas H3G34W/L occur in 92% of giant cell tumors of the bone. These mutants decrease the abundance of H3K36me2/3 *in cis* (Chan et al. 2013, Lewis et al. 2013, Fang et al. 2018, Shi et al. 2018). However, the aberrant gene expression in H3G34W can be restored by H3K27R (lysine-to-arginine), implying that the gain of H3K27me3 levels, rather than the loss of H3K36me3, could be its direct mechanism (Jain et al. 2020). Moreover, H3G34R attenuates HR and mismatch repair, and H3G34W compromises DNA repair via nonhomologous end joining (Caeiro et al. 2024). Collectively, the influences of canonical H3 oncohistones on gene expression and genome stability vary with different amino acid substitutions, which could not be attributed solely to changes in H3 PTMs.

In addition, many noncanonical oncomutants occur at both the tails and the globular domains of histones (Bennett et al. 2019). In contrast to the high frequency and tissue specificity of canonical H3 oncohistones in pediatric cancers, noncanonical histone oncomutants occur widely in ~4% of adult common tumors, and few are significantly associated with a particular type of tumor (Nacev et al. 2019). These noncanonical oncohistones affect chromatin states and remodeling (Mitchener and Muir 2022). However, the functional impacts and mechanisms of different amino acid substitutions at residues of noncanonical oncohistones remain largely unclear. A previous study showed that H3K9M rather than H3K9R (lysine-to-arginine) diminishes the overall amount of H3K9me2/3 (Lewis et al. 2013). In addition, both acetylation-deficient H4K91R and acetylation-mimic H4K91Q (lysine-to-glutamine) abolish the acetylation and ubiquitination of H4K91, resulting in genomic instability and abnormal development H4K91M mutation (Tessadori et al. 2017). Taken together, different amino acid substitutions in various noncanonical oncohistones could also exhibit distinct effects and mechanisms.

Therefore, comprehensive variant studies of a particular histone residue are required to gain mechanistic insights into the oncogenic effects of an oncohistone and determine whether it acts as a driver or passenger in cancer development. This poses a challenge to the aforementioned research conducted in mammalian cells, but can be readily achieved by modeling in yeast, which shares ~90% sequence identity with human H3/H4 and 70% identity with human H2A/H2B. In contrast to many copies of histone genes in humans, both budding and fission yeast contain only a few copies, which could amplify the oncomutant effects, facilitate genetic analysis by performing rapid and unbiased screens, and clarify the functional consequences of oncohistones (Shan et al. 2016, Yadav et al. 2017, Bagert et al. 2021, Lowe et al. 2021, Lemon et al. 2022, Zhang et al. 2023, Ohkuni et al. 2025, Sad et al. 2025). For instance, in a humanized budding yeast library, histone oncomutants are unbiasedly screened for their effects on chromatin remodeling (Bagert et al. 2021). In the fission yeast *Schizosaccharomyces pombe*, H3K9M traps histone methyltransferase Clr4 and blocks H3K9 methylation *in trans* (Shan et al. 2016). Another oncohistone, H3G34R, reduces H3K36me3 levels and leads to HR repair defect and genomic instability in *S. pombe* (Yadav et al. 2017). Although H3K36me3 levels are also reduced in H3G34V, H3G34R displays more severe genomic instability than H3G34V does, probably due to more H3K27 methylation and a distinct profile of gene expression in H3G34R. However, H3G34W and nononcohistones H3G34M/Q (glycine-to-methionine/glutamine) fail to decrease H3K36me3 levels and thus exhibit no defects in DNA damage repair and genome stability (Lowe et al. 2021). In the budding yeast *Saccharomyces cerevisiae*, H3G34R/V/W/L exhibit similar sensitivities to caffeine, formamide, and HU, whereas H3K36M/R are more sensitive to cellular stress, such as caffeine. This is linked to their reduced extent of H3K36me3 levels (Lemon et al. 2022). Another study demonstrated that H3E50K/R (glutamic acid-to-lysine/arginine) confer greater sensitivities to caffeine and bleomycin than H3E50A (glutamic acid-to-alanine) does in *S. cerevisiae*, but they cause similar reductions in certain H3 N-tail PTMs (Sad et al. 2025). Moreover, the highly frequent H3E97K and uncommon H3E97A exhibit similar chromosomal instability by reducing the interaction with H4 and facilitating CENP-A mislocalization in *S. cerevisiae* (Ohkuni et al. 2025). In addition to oncohistone H3, yeast is also emerging as an excellent model for studying oncohistone H2B (Wan and Chan 2021). H2BE76K is the most frequent H2B oncomutant, and its conserved H2BE79K in *S. cerevisiae* is more sensitive to a high temperature than H2BE79Q (glutamic acid-to-glutamine), possibly because H2BE79K renders the nucleosome more unstable than H2BE79Q (Bennett et al. 2019).

Our previous study characterized the conserved and common H2B oncohistone mutants in *S. pombe*, whose genome contains a single histone H2B-encoding gene compared with two genes in *S. cerevisiae* and 23 genes in humans (Zhang et al. 2023). We revealed that H2BE112K and H2BE34K mutants have more severe genotoxic defects than those of H2BE112Q and H2BE34D, respectively. Importantly, H2BG52D (glycine-to-aspartic acid), H2BD67N (aspartic acid-to-asparagine), and H2BP102L (proline-to-leucine) reduce the levels of H2B monoubiquitination at Lys119 (H2B^ub^), leading to oncogenic phenotypes such as genomic instability by compromising the ability of HR repair (Qin et al. 2024). In addition to regulating HR, H2B^ub^ also modulates gene expression. Therefore, it remains unclear whether other amino acid substitutions at the H2B-Gly52/Asp67/Pro102 sites reduce H2B^ub^ levels and whether they cause genomic instability by altering gene expression. In this study, we constructed various oncomutants at a single site of the H2B gene *htb1-Gly52/Asp67/Pro102* in *S. pombe* and investigated their effects on genotoxic response, H2B^ub^ levels, and gene expression. Furthermore, we studied the effects of H2B^ub^ restoration on gene expression in *htb1-G52D, htb1-D67N*, and *htb1-P102L* oncomutants. Interestingly, among the various *htb1-Gly52/Asp67/Pro102* mutants, *htb1-G52D, htb1-D67N*, and *htb1-P102L* exclusively displayed significant genotoxic sensitivity, reduced H2B^ub^ levels, and altered gene expression. These effects were restored to normal levels after rescuing H2B^ub^ levels with the deletion of the H2B deubiquitinase *ubp8^+^*.

## Materials and methods

### *Schizosaccharomyces pombe* strains, plasmids, and antibodies

*Schizosaccharomyces pombe* strains were constructed by standard Polymerase Chain Reaction (PCR)-based transformation or mating (Bähler et al. 1998, Forsburg and Rhind 2006, Sabatinos and Forsburg 2010). Briefly, the DNA fragment containing 5′ UTR and upstream sequences (422 bp), CDS (381 bp), and 3′ UTR (639 bp) of the *htb1*^+^ gene was PCR amplified from *S. pombe* genomic DNA as 5′ overhang. The fragment of 3′ UTR downstream sequence (343 bp) of *htb1*^+^ was also PCR amplified as 3′ overhang. The 5′ overhang of *htb1*^+^ was cloned into the upstream of *kanMX6* at the *Bam*HI and *Bgl*II sites of the pFA6a-kanMX6 plasmid, and the 3′ overhang of *htb1*^+^ was cloned into the downstream of *kanMX6* at the *Sac*I and *Sac*II sites of pFA6a-kanMX6. The resulting plasmid was named as pGF2. Various *htb1-Gly52/Asp67/Pro102* (the number of an H2B residue in *S. pombe* is one less than that in humans) mutations in pGF2 were generated by site-directed mutagenesis. The 5′ overhang fragment with *htb1-Gly52/Asp67/Pro102* mutations, *kanMX6*, and the 3′ overhang of *htb1*^+^ were then PCR amplified to form the full fragment (3231 bp), which was transformed to *S. pombe* cells. The G418 resistant colonies were verified by colony PCR and sequenced for various *htb1-Gly52/Asp67/Pro102* mutations. The strain genotypes are listed in Table S1. The information on the plasmids is presented in Table S2. The use of antibodies is shown in Table S3.

### Spot assay of *S. pombe* growth

The spot assay was performed according to our previous publications (Feng et al. 2019, Qin et al. 2024, Lu et al. 2025). *Schizosaccharomyces pombe* cells were grown to the log phase, adjusted to an optical density (OD_600_) of 0.5, and serially 5-fold diluted. Each dilution was spotted onto plates containing the indicated genotoxic drugs at 30°C. The drugs used are hydroxyurea (HU) (Sigma, H8627, St. Louis, MO, USA), camptothecin (CPT) (Sigma, C9911), methyl methanesulfonate (MMS) (Sigma, 129925), phleomycin (Phleo) (MCE, HY-126490, Monmouth Junction, NJ, USA), bleomycin (Bleo) (MCE, HY-17565), and 6-azauracil (6-AU) (Sigma, A1757). The plates were incubated for the indicated days and photographed.

### Protein extraction and immunoblotting

Whole-cell protein extraction and immunoblotting were based on our previous methods (Feng et al. 2019, Qin et al. 2024, Lu et al. 2025). The log phase *S. pombe* cells with 10 ml at OD_600_ = 1.0 were incubated in lysis buffer (0.9 M NaOH and 3.5% 2-mercaptoethanol) and then added with an equal volume of 55% trichloroacetic acid (Sigma, 91228). The cells were then centrifuged and resuspended in 2x protein SDS-loading buffer. After neutralization with 1 M Tris, the cells were boiled at 90°C for 5 min. The proteins were subsequently subjected to SDS-PAGE, transferred, and detected with an Odyssey infrared imaging system (Li-COR) (Lincoln, NE, USA). After exposure, the blots containing whole-cell proteins were stained with Coomassie Brilliant Blue (CBB), which served as an independent loading control of total proteins. The quantitation of the abundance of H2B^ub^ or FLAG-tagged protein is normalized to total protein levels measured by CBB staining (Leng et al. 2022).

### RNA-seq analysis of the transcriptome

RNA-seq was performed based on our previous studies (Qin et al. 2024, Lu et al. 2025). Total RNA for RNA-seq was extracted with a Trizol Kit (Invitrogen, Carlsbad, CA, USA) and mRNA was enriched with oligo(dT) beads. Following fragmentation, cDNA was synthesized, ligated, and amplified via PCR. The PCR products were sequenced with an Illumina HiSeq 2500 instrument by Gene Denovo Biotechnology. The raw reads were filtered and removed from rRNA. Clean reads were mapped to the *S. pombe* reference genome (Ensembl_release45) using HISAT2. The read count was transformed to the fragment per kilobase of transcript per million mapped reads value as a measure of gene expression levels via StringTie. The differentially expressed genes (DEGs) were defined as transcripts with false discovery rate or *q* value below 0.05 and more than 2-fold change in expression. The data were averaged from three independent biological repeats and analyzed with the Omicsmart online platform (http://www.omicsmart.com). The expression of all genes in the indicated strains is listed in Tables S5–S7. A list of DEGs in the indicated strains is included in Tables S8–S10.

### RNA extraction

Total RNA was prepared as described previously with some modifications (Feng et al. 2013). Briefly, 50 ml of cells at OD_600_ = 1.0 were harvested and resuspended in 750 µl of lysis buffer (50 mM NaOAc, 10 mM EDTA, and 1% SDS). The resuspended cells were combined with 750 µl of acid phenol (pH 4.7) (Ambion, Austin, TX, USA) and incubated at 65°C for 1 h with shaking. The cell lysates were cooled and centrifuged for 5 min at 20 000 × *g*. The aqueous phase was extracted with phenol–chloroform (pH 7.5) repeatedly until the interfaces were no longer white. After the addition of 3 M NaOAc and 100% ethanol, the RNA was precipitated and stored at −80°C until use.

### Reverse transcription and quantitative PCR

The reverse transcription and quantitative PCR (RT-qPCR) assay was conducted and analyzed as described in our previous publication (Feng et al. 2013). Total RNA (200 ng µl^−1^) was treated with gDNA Wiper Mix (Vazyme, R323, Nanjing, Jiangsu, China) at 42°C for 2 min to remove any contaminated genomic DNA. Then, 500 ng of total RNA was reverse transcribed into cDNA using random primers with the HiScript Ⅲ qRT Super Mix (Vazyme, R323). After cDNA was synthesized and diluted to ~10 ng ml^−1^, 6 µl of this cDNA template, 10 µl of 2x SYBR Green qPCR master mix (Vazyme, Q712), and 4 µl of primer sets for the indicated genes were mixed and run on an ABI QuantStudio Real-Time PCR instrument (Carlsbad, CA, USA). The expression of the genes was determined by the comparative Ct (2^−Ct^) method and normalized to that of *act1*^+^, whose expression remained unchanged under the indicated experimental conditions in RNA-seq and immunoblotting assays. 

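In the *htb1-K119R* RNA-seq, *act1*+ (SPBC32H8.12c) was counted 106204, 101040, and 122330 times in WT replicates 1, 2, and 3. In *htb1-K119R* replicates 1, 2, and 3 it was counted 107161, 107022, and 105237 times. With TMM normalization in edgeR, these counts correspond to 6789 ± 1560 CPM in WT and 5450 ± 420 CPM in *htb1-K119R* (mean ± SD of 3 libraries). The log2 fold change was −0.32 (SE 0.232, adjusted *P* = 0.304, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The libraries overlapped, with 5051 to 8062 CPM in WT and 5037 to 5876 CPM in *htb1-K119R*. Replicate 3 gave the lowest WT value. With the replicate number as a block in the model, the log2 fold change was −0.29 (adjusted *P* = 0.483, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It ranged from −0.49 to −0.18 when each library was left out in turn. With library totals in place of TMM it was −0.116, which is also the deposited value (the authors' FDR of 0.943). Without WT replicate 3 it passed the test at −0.49 (adjusted *P* = 0.00135, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and over all alternatives the adjusted *P* ranged up to 0.634. The other *htb1* mutants are not covered by these libraries.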

We further normalized the gene expression in the indicated mutants to that in the wild-type (WT) (arbitrarily set as 1) as the relative fold change, which was averaged from three independent biological repeats. The RT-qPCR primers used are listed in Table S4.

### Chromatin immunoprecipitation and quantitative PCR

The chromatin immunoprecipitation and quantitative PCR (ChIP-qPCR) assay was performed as previously described (Feng et al. 2019, Qin et al. 2024). To prevent H2B^ub^ from deubiquitination, *S. pombe* cells grown in YES media were treated with 20 mM of the fresh deubiquitinase inhibitor *N*-ethylmaleimide (NEM) (Sigma, E1271) for 30 min before cross-linking. The cells with 100 ml at OD_600_ = 1.0 were then cross-linked with 1% formaldehyde (Sigma, 47608) at 25°C for 20 min and neutralized by adding a 1/20 volume of 2.5 M glycine. The cells were subsequently resuspended in lysis buffer [50 mM HEPES, pH 7.2; 150 mM NaCl; 1 mM EDTA; 1% Triton X-100; 0.1% sodium deoxycholate (SDC)] supplemented with 1x yeast protease inhibitors (Sangon, C510026, Shanghai, China) and/or 20 mM of fresh NEM. The cells were then bead-beaten with FastPrep (MP Biomedicals, CA, USA). After centrifugation, the supernatant was sonicated to an average of 500 bp of DNA fragments as input. The chromatin samples were incubated with the indicated antibodies and then incubated with protein A/G agarose beads (Thermo, 26 159, Waltham, MA, USA). After washing with lysis buffer, high-salt buffer (50 mM HEPES, pH 7.2; 500 mM NaCl; 1 mM EDTA; 1% Triton X-100; 0.1% SDC), and LiCl buffer (20 mM Tris, pH 8.0; 250 mM LiCl; 0.5% NP-40; 0.5% SDC), the immunoprecipitated chromatin was eluted and reverse cross-linked with 1% SDS at 65°C overnight. The immunoprecipitated and input DNA were digested with 100 µg ml^−1^ proteinase K (NEB, P8102, Ipswich, MA, USA) and 100 µg ml^−1^ RNase A (Thermo, EN0531, Waltham, MA, USA) and purified with the MinElute PCR purification kit (Qiagen, 28004, Düsseldorf, Germany). 6 µl of diluted DNA template, 10 µl of 2x SYBR Green PCR master mix (Vazyme, Q712), and 4 µl of the indicated primers (Table S4) were mixed and run on an ABI QuantStudio Real-Time PCR instrument. The enrichment was calculated as the percentage of immunoprecipitated DNA relative to the input DNA levels by the comparative Ct (2^−Ct^) method. We normalized the enrichment in the H2B oncomutants to that in the WT (set as 1) as the relative fold change at the indicated locus.

### Structural prediction of nucleosomes with oncohistones

Structural predictions of *S. pombe* nucleosomes with oncohistones were conducted via the AlphaFold 3 server (https://www.alphafoldserver.com) with default parameters (Jumper et al. 2021, Abramson et al. 2024). The structures were visualized via PyMOL software.

### Statistical analysis

Statistical analysis was conducted using GraphPad Prism software (San Diego, CA, USA). All the data are expressed as the means with error bars indicating standard deviations (SDs) from two or three independent biological repeats. ns, *, **, ***, and ^****^ indicate no significance, *P* < .05, *P* < .01, *P* < .001, and *P* < .0001, respectively.

## Results

### The diverse *htb1-Gly52* oncomutants exhibit distinct temperature and genotoxic phenotypes

In a previous study, we modeled H2B oncohistones by mutating their single gene *htb1*^+^ and expressing each variant as the sole copy of histone H2B in *S. pombe*. We found that the *htb1-G52D, htb1-D67N*, and *htb1-P102L* oncomutations cause the HR repair defect and genomic instability by reducing H2B^ub^ levels (Qin et al. 2024). To test whether other amino acid substitutions at the H2B-Gly52 residue have similar effects on genome maintenance, we created four other different missense oncomutants at the same H2B-Gly52 residue in *S. pombe*. These mutants were ranked by their mutation frequencies in human tumors as follows: *htb1-G52D* (glycine-to-aspartic acid) > *htb1-G52C* (glycine-to-cysteine) > *htb1-G52R* (glycine-to-arginine) > *htb1-G52S* (glycine-to-serine) > *htb1-G52A* (glycine-to-alanine) (Bennett et al. 2019, Nacev et al. 2019). Additionally, we introduced a negatively charged Glu to generate the nononcohistone *htb1-G52E*, which is similar to *htb1-G52D* but has not been reported in tumors. We subsequently evaluated their growth by spotting two independent repeats of strains onto plates under the following conditions: optimal temperature (30°C); high temperature (36°C); replication stress (HU, MMS, and CPT); DNA damage (bleomycin, phleomycin, and UV irradiation); and transcription elongation inhibitor (6-AU). Among the *htb1-Gly52* mutants, only *htb1-G52D* exhibited slightly slower growth compared with WT and other *htb1-Gly52* mutants at 30°C. Moreover, *htb1-G52D* was temperature-sensitive at 36°C, whereas *htb1-G52E* exhibited mild sensitivity (Fig. 1A and Fig. S1A). Interestingly, all the mutants except *htb1-G52A* showed varying degrees of sensitivity to at least one genotoxic agent (Fig. 1A and Fig. S1A). This implies that these five H2B mutants (*htb1-G52D, htb1-G52C, htb1-G52R, htb1-G52S*, and *htb1-G52E*) possibly exhibit DNA damage repair defects and genomic instability. In particular, the *htb1-G52D* mutant showed the most severe sensitivity, whereas the *htb1-G52E* and *htb1-G52S* showed less sensitivity than that of *htb1-G52D*. The genotoxic sensitivities of *htb1-G52C* and *htb1-G52R* were significantly lower compared with those of *htb1-G52D, htb1-G52E*, and *htb1-G52S* (Fig. 1A and Fig. S1A). When exposed to 6-AU, the *htb1-G52D* exhibited little sensitivity, while *htb1-G52E* displayed sensitivity (Fig. 1A and Fig. S1A). As *htb1-G52D* or its analogue *htb1-G52E* possibly reduces H2B^ub^ levels (Qin et al. 2024), this 6-AU finding is consistent with a key role of H2B^ub^ in transcription regulation and suggests that the other four *htb1-Gly52* mutants potentially have no effects on H2B^ub^ levels.

**Figure 1.**
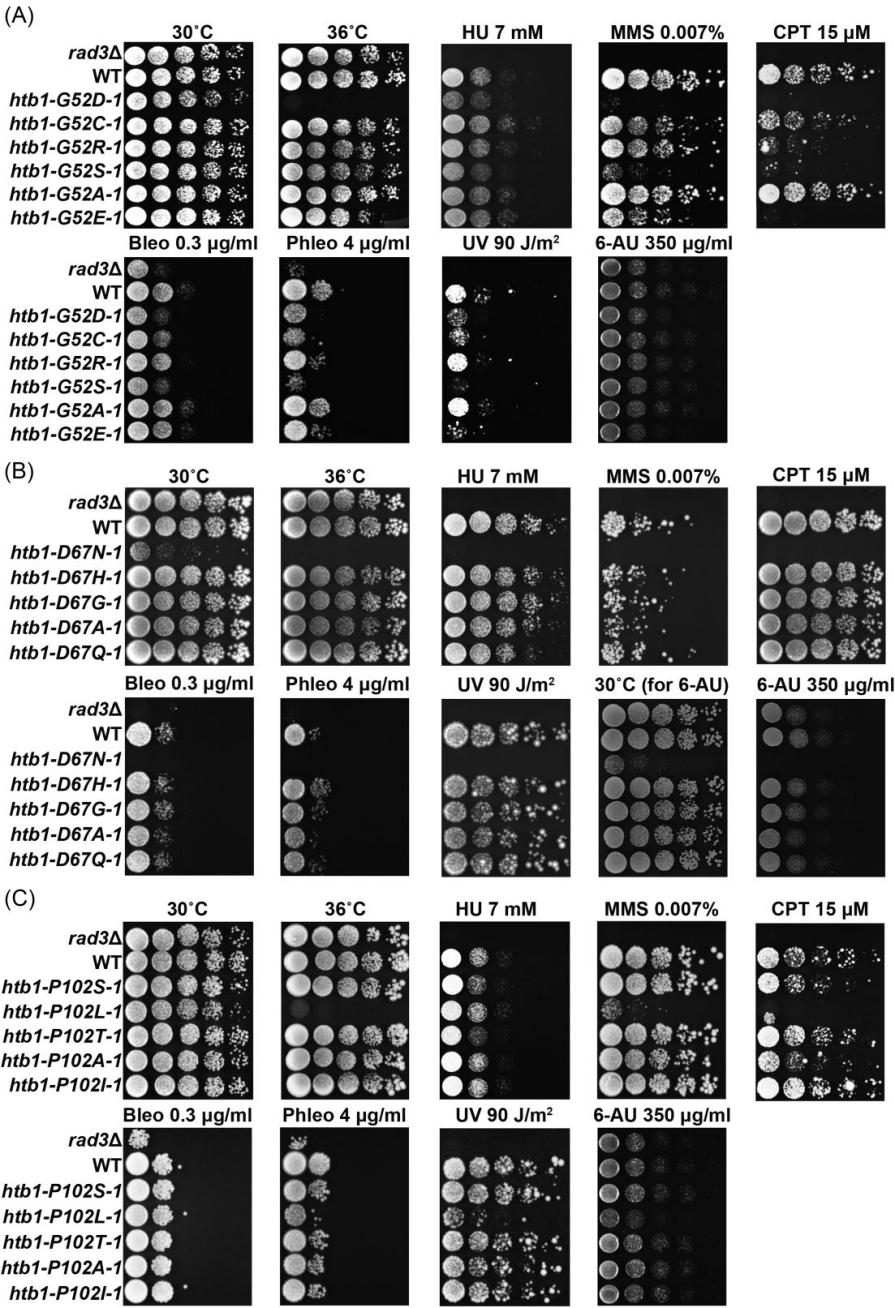
The temperature and genotoxic phenotypes of the *htb1-Gly52*/*Asp67*/*Pro102* diverse mutants. (A) The growth of WT (TK8), *htb1-G52D* (YGF277), *htb1-G52C* (YGF507), *htb1-G52R* (YGF510), *htb1-G52S* (YGF460), *htb1-G52A* (YGF459), and *htb1-G52E* (YGF508) strains under indicated conditions. (B) The growth of WT (TK8), *htb1-D67N* (YGF324), *htb1-D67H* (YGF515), *htb1-D67G* (YGF514), *htb1-D67A* (YGF513), and *htb1-D67Q* (YGF509) strains under indicated conditions. (C) The growth of WT (TK8), *htb1-P102S* (YGF325), *htb1-P102L* (YGF279), *htb1-P102T* (YGF512), *htb1-P102A* (YGF511), and *htb1-P102I* (YGF505) strains under the indicated conditions. The *rad3*Δ (LD297) strain is a positive control. The length of incubation time is 4 days.

### Only *htb1-D67N* among the *htb1-Asp67* diverse oncomutants is sensitive to high temperature and DNA damage

In addition, we constructed three *htb1-Asp67* oncomutants and ranked them according to their frequencies in human tumors as follows: *htb1-D67N* >* htb1-D67H* (aspartic acid-to-histidine) > *htb1-D67G* (aspartic acid-to-glycine). The nononcohistone *htb1-D67A* (aspartic acid-to-alanine) was also generated as an expected negative control. Moreover, Gln was incorporated to generate the *htb1-D67Q* (aspartic acid-to-glutamine) mutant, which shares similar amino acid properties with *htb1-D67N*. We then investigated the effects of high temperature, DNA damage, and replication stress on their growth. We observed that only *htb1-D67N* showed a growth defect at the optimal temperature of 30°C and displayed a more severe defect at 36°C (Fig. 1B and Fig. S1B). Surprisingly, only the *htb1-D67N* exhibited sensitivities to replication stress (HU, MMS, and CPT treatments) and DNA damage (bleomycin, phleomycin, and UV irradiation) (Fig. 1B and Fig. S1B). As expected, the *htb1-D67N*, which reduces H2B^ub^ levels (Qin et al. 2024), showed strong sensitivity in the presence of 6-AU treatment (Fig. 1B and Fig. S1B), suggesting that the other four *htb1-Asp67* mutants potentially display no defect in H2B^ub^ levels.

### Only *htb1-P102L* among the *htb1-Pro102* diverse oncomutants shows the sensitivities to high temperature and genotoxins

Moreover, we constructed three different *htb1-Pro102* oncomutants and ranked them by mutation frequency as follows: *htb1-P102S* (proline-to-serine) > *htb1-P102L* > *htb1-P102T* (proline-to-threonine). The *htb1-P102A* (proline-to-alanine) was created as a nononcohistone control, and Ile was used to generate the *htb1-P102I* (proline-to-isoleucine), which resembles *htb1-P102L*. We observed that all the *htb1-Pro102* mutants were not defective in growth at optimal temperature (30°C). Interestingly, only the *htb1-P102L* grew much more slowly at 36°C (Fig. 1C and Fig. S1C). Similarly, only the *htb1-P102L* exhibited the great sensitivity to MMS and CPT but not HU, and the mild sensitivity to DNA damage (bleomycin, phleomycin, and UV irradiation). The other four *htb1-Pro102* mutants showed no such sensitivities (Fig. 1C and Fig. S1C). In the case of 6-AU, only the *htb1-P102L*, which reduces H2B^ub^ levels (Qin et al. 2024), exhibited sensitivity (Fig. 1C and Fig. S1C), suggesting that the other four *htb1-Pro102* mutants do not potentially affect H2B^ub^ levels.

### The *htb1-G52D, htb1-D67N*, and *htb1-P102L* among the *htb1-Gly52/Asp67/Pro102* diverse oncomutants decrease H2B^ub^ levels

To investigate the effects of diverse *htb1-Gly52/Asp67/Pro102* mutants on H2B^ub^ levels, we performed an immunoblotting assay to measure H2B^ub^ levels. The *htb1-K119R* mutant served as a control for the absence of H2B^ub^. Among the six *htb1-Gly52* mutants, the H2B^ub^ levels were significantly decreased in *htb1-G52D* and *htb1-G52E* cells (Fig. 2A and Fig. S2A). We also found that the H2B^ub^ levels in *htb1-D67N* alone were reduced among the five *htb1-Asp67* mutants (Fig. 2B and Fig. S2B). Moreover, only *htb1-P102L* expressed lower levels of H2B^ub^ compared with the other four *htb1-Pro102* mutants (Fig. 2C and Fig. S2C). The levels of H2B were fairly similar among these H2B variants. Collectively, the certain *htb1-Gly52/Asp67/Pro102* mutants with decreased H2B^ub^ levels also show genotoxic sensitivity. This strong correlation indicates that H2B^ub^ plays a crucial role in the response of *htb1-Gly52/Asp67/Pro102* oncomutants to DNA damage.

**Figure 2.**
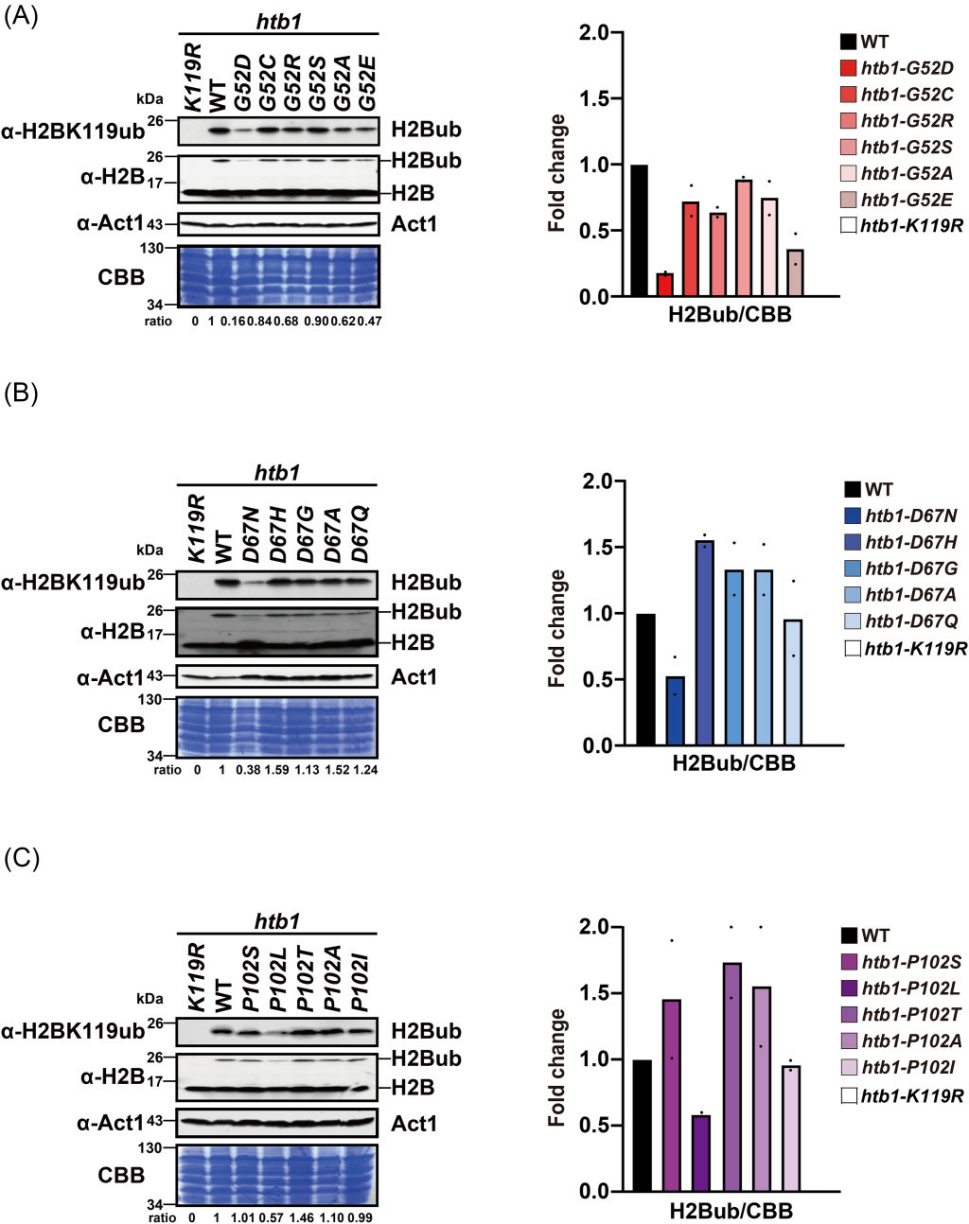
The levels of H2B^ub^ in the *htb1-Gly52*/*Asp67*/*Pro102* diverse mutants. (A) Immunoblots of H2B^ub^ levels in *htb1-K119R* (YGF226), WT (TK8), *htb1-G52D* (YGF277), *htb1-G52C* (YGF507), *htb1-G52R* (YGF510), *htb1-G52S* (YGF460), *htb1-G52A* (YGF459), and *htb1-G52E* (YGF508) cells. (B) Immunoblots of H2B^ub^ amounts in *htb1-K119R* (YGF226), WT (TK8), *htb1-D67N* (YGF324), *htb1-D67H* (YGF515), *htb1-D67G* (YGF514), *htb1-D67A* (YGF513), and *htb1-D67Q* (YGF509) cells. (C) Immunoblots of H2B^ub^ abundance in *htb1-K119R* (YGF226), WT (TK8), *htb1-P102S* (YGF325), *htb1-P102L* (YGF279), *htb1-P102T* (YGF512), *htb1-P102A* (YGF511), and *htb1-P102I* (YGF505) cells. Left panel: the representative immunoblots from a biological replicate are shown. The intensity of the H2B^ub^ band is normalized to that of CBB staining. The fold change of this normalization factor in the indicated mutants relative to WT (set as 1) is denoted as the ratio at the bottom. Right panel: quantification of the relative fold change is plotted. Data represent the mean with minimum and maximum values from two independent biological replicates.

### The *htb1-G52D, htb1-D67N*, and *htb1-P102L* among *htb1-Gly52/Asp67/Pro102* diverse oncomutants alter genome-wide gene expression

Our previous finding showed that a reduction in H2B^ub^ levels impairs Rad51 recruitment for HR repair in *htb1-G52D* and *htb1-P102L* cells (Qin et al. 2024). In addition to its role in DNA repair, H2B^ub^ plays a key role in regulating transcription (Xiao et al. 2005, Tanny et al. 2007, Fuchs and Oren 2014, Chen et al. 2022). We thus hypothesized that the reduction in H2B^ub^ levels could lead to DNA repair defects in *htb1-Gly52/Asp67/Pro102* mutants by affecting the transcriptome. To test this hypothesis, we conducted an RNA-seq experiment and analyzed the transcriptomes of *htb1-G52D/E/R, htb1-D67N/H*, and *htb1-P102L/S* as a proof-of-principle. We found that the expression of 157 genes was significantly upregulated and 164 genes were downregulated in *htb1-G52D*, whereas the expression of few genes was altered in *htb1-G52E/R* (Fig. 3A and Table S8). Moreover, the expression of 155 genes was elevated, and the expression of 955 genes was reduced in *htb1-D67N*. In contrast, the expression of only one gene was altered in *htb1-D67H* (Fig. 3B and Table S8). In the case of *htb1-P102L*, the expression of 119 genes was increased, and the expression of 514 genes was decreased, whereas the expression of only one gene was decreased in *htb1-P102S* (Fig. 3C and Table S8). Moreover, the Venn Diagram demonstrated the remarkable difference in up- and downregulated genes in *htb1-G52D* (Fig. S3A), *htb1-D67N* (Fig. S3B), and *htb1-P102L* (Fig. S3C), compared with *htb1-G52E/R, htb1-D67H*, and *htb1-P102S*, respectively. Gene ontology (GO) analysis also revealed different numbers and classifications of altered genes in *htb1-G52D* (Fig. S3D), *htb1-D67N* (Fig. S3E), and *htb1-P102L* (Fig. S3F). To further test whether altered gene expression in *htb1-G52D*/*D67N/P102L* is associated with H2B^ub^ levels, we performed RNA-seq in *htb1-K119R* and found that the expression of 250 genes was significantly increased and that the expression of 77 genes was decreased (Fig. 3D and Table S9). 

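The RNA-seq of *htb1-K119R*, in which Lys119 of the only H2B is replaced by Arg and H2B ub is absent, comprised 3 WT and 3 *htb1-K119R* libraries. The authors mapped the filtered, rRNA-free reads to the *S. pombe* genome (Ensembl release 45) with HISAT2 and deposited a count and an FPKM value per gene and library. The deposited table lists 5184 genes, among them transcripts assembled with StringTie. The counts summed to 15987167, 16147235, and 20701391 in WT replicates 1, 2, and 3, and to 18853455, 18068808, and 18315326 in *htb1-K119R* replicates 1, 2, and 3. The 100 genes of highest count took between 47.8% and 53.3% of a library. A count of 3, taken as the smallest that can be told from none, corresponded to 0.145 to 0.188 CPM (a count scaled to the size of its library), which covers counting error only. The counts were tested with edgeR's quasi-likelihood method after TMM normalization, which scales libraries on genes that are not extreme. Genes of low count were removed by edgeR's filterByExpr, and 4969 genes were tested. DEGs were defined with the paper's thresholds, an FDR below 0.05 and more than 2-fold change, and the FDR was Benjamini-Hochberg adjusted over the genes tested. The paper's text does not name the test behind its FDR. CPM values below are TMM-normalized and given as mean ± SD (*n* = 3). On counts simulated from these libraries with 200 genes changed, 100% of the changed genes were recovered with 0 false calls among 4982 genes. The raised and lowered genes had median log2 fold changes of 1.955 and −1.953, so this does not show how well changes near 2-fold are recovered. Apart from the planted changes, the simulated libraries shared the same expression profile and all genes the same dispersion. Only well-counted genes were changed, with equal numbers raised and lowered. An outlying library, a composition difference, or a length bias was thus not simulated, and error rates under these remain unknown.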

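The *htb1*+ gene (SPCC622.09) was read 24421, 24905, and 32936 times in WT replicates 1, 2, and 3, and 28635, 25253, and 28199 times in *htb1-K119R* replicates 1, 2, and 3. Its log2 fold change in *htb1-K119R* was −0.26 (SE 0.171, adjusted *P* = 0.26, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it overlaps a gene on the other strand. The log2 fold change was −0.065 with library totals. Without WT replicate 3 it passed the test at −0.384 (adjusted *P* = 0.00257, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The expression of 234 genes was upregulated and that of 181 genes was downregulated in *htb1-K119R*. At an FDR below 0.05 without a fold threshold, 1882 genes differed, 924 upward and 958 downward. With the replicate number as a block in the model, 241 genes were upregulated and 176 were downregulated. Same-numbered WT and *htb1-K119R* libraries deviated from their genotype means with a correlation of 0.144, and the 5 other pairings gave correlations from −0.354 to 0.205. Among the alternatives that keep the fold threshold, the number of downregulated genes moved most with limma on log2(FPKM + 1), in which 66 genes were downregulated and 183 were upregulated. In the 6 fits that each left out one library, 223 to 291 genes were upregulated and 165 to 214 were downregulated. A total of 169 upregulated and 126 downregulated genes passed the thresholds with all libraries and in each of these fits. Every *htb1-K119R* value lay above every WT value for all 234 upregulated genes, and below for 179 of the 181 downregulated genes. The same held in either direction for 2427 of the 4969 genes tested, against 10% by chance, and 0.1 is the smallest two-sided *P* that an exact permutation test of 3 against 3 libraries allows. Among DEGs of at least 10 CPM in the higher genotype, *nmt1*+ (SPCC1223.02) increased most, from 3.16 ± 1.35 to 106 ± 29.5 CPM (log2 fold change 5.02, SE 0.299, adjusted *P* = 1.82e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was followed by *orc1*+, *meu7*+, *gpd3*+, and *orc4*+ with log2 fold changes of 3.61, 3.59, 2.97, and 2.95, and *orc4*+ overlaps a gene on the other strand. The largest decrease was that of *alr2*+ (SPBC359.02), from 41.3 ± 6.55 to 1.498 ± 0.0964 CPM (log2 fold change −4.78, SE 0.176, adjusted *P* = 9.68e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was followed by *SPBPB10D8.02c*+, *SPAC977.15*+, and *SPAC11D3.06*+ with log2 fold changes of −4.58, −2.80, and −2.79, then by *aat1*+. The first and the last of these 3 genes overlap a gene on the other strand, and whether the authors' counting used strand is not stated.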

We noticed that there were a significant number of overlapping genes with up- and downregulated expression between *htb1-K119R* and *htb1-G52D* (Fig. S3G), *htb1-D67N* (Fig. S3H), and *htb1-P102L* (Fig. S3I). 

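The DEGs of *htb1-K119R* called here were compared with the DEGs that the paper lists for *htb1-G52D* (Table S8), against the 4969 genes tested. The list holds 157 upregulated and 164 downregulated genes, of which 149 and 158 were tested in *htb1-K119R*. The upregulated genes shared 27 members, where 7.02 were expected (one-sided Fisher's exact test, *P* = 7.4e-10). The downregulated genes shared 28 members, where 5.76 were expected (one-sided Fisher's exact test, *P* = 1.09e-12). With the replicate block, 28 upregulated and 28 downregulated genes were shared. The downregulated overlap moved most with limma on log2(FPKM + 1), to 18 genes. For *htb1-D67N* and *htb1-P102L*, the comparisons were added after the data were seen and cover the part of each list used here. These parts leave out most of the downregulated genes that the paper's text counts, and fewer of the upregulated ones. They may not represent the whole lists. The *htb1-D67N* part comes from Table S10. Of the upregulated *htb1-D67N* genes used here and tested, 16 were upregulated in *htb1-K119R* (4.8 expected, one-sided Fisher's exact test, *P* = 1.76e-05), and of the downregulated ones, 28 were downregulated (6.34 expected, *P* = 1.27e-11). Of the upregulated *htb1-P102L* genes, 12 were upregulated (4.33 expected, one-sided Fisher's exact test, *P* = 0.00114), and of the downregulated ones, 23 were downregulated (5.83 expected, *P* = 9.88e-09). With the replicate block, these 4 overlaps were 17, 28, 12, and 23 genes. Over the 24 overlap tests made with the lists used here, the Benjamini-Hochberg adjusted *P* values of these 6 overlaps lay between 2.62e-11 and 0.00391. The adjusted *P* was also below 0.05 for 2 others, the upregulated genes shared with *htb1-G52E* and with *htb1-G52D ubp8Δ*. These numbered 4 and 3, where 0.424 and 0.377 were expected (adjusted *P* = 0.002 and 0.0145, one-sided Fisher's exact test). They were 4 and 3 with the replicate block. For *htb1-G52E*, 2 genes were upregulated in *htb1-K119R* and listed as downregulated (0.235 expected, adjusted *P* = 0.0536, one-sided Fisher's exact test). Another 2 were changed the other way round (0.328 expected, adjusted *P* = 0.0962, the same test), so the overlap with *htb1-G52E* went in both directions. Of the downregulated genes shared with *htb1-G52D*, 11 lie within 100 kb of a chromosome end, and the 17 others also exceeded the 4.17 expected (one-sided Fisher's exact test, *P* = 6.12e-07).

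**Figure D1:**
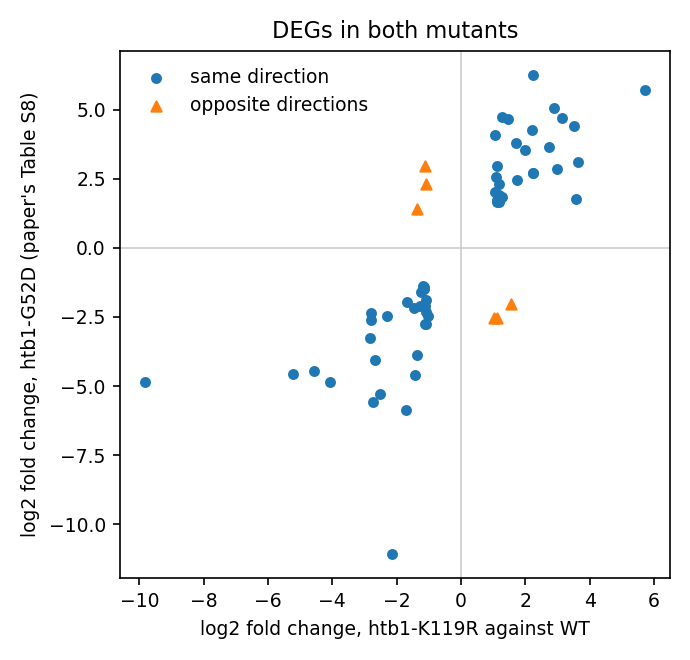
Log2 fold change in *htb1-K119R* against WT from the 6 libraries (horizontal axis) and in *htb1-G52D* against WT as listed in the paper's Table S8 (vertical axis), one point per gene that is a DEG in both. Circles are the 27 shared upregulated and 28 shared downregulated genes, and triangles are genes changed in opposite directions. The circle farthest to the left had no count in any *htb1-K119R* library, so its position is an estimate of the model against 0 counts.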

We also observed similar GO patterns of altered genes between *htb1-K119R* and *htb1-G52D*/*D67N/P102L* (Fig. S3J). These results suggest that altered gene expression in *htb1-G52D*/*D67N/P102L* correlates with the genes regulated by H2B^ub^.

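The Gene Ontology process terms that the deposited table gives for each gene were tested for enrichment among the DEGs of *htb1-K119R* called here. The 772 terms with 5 to 500 tested genes were compared with the 4866 tested genes that carry a term. At a Benjamini-Hochberg FDR below 0.05, 0 terms were enriched among the upregulated and 0 among the downregulated genes (one-sided Fisher's exact test). At an unadjusted *P* below 0.05 there were 31 and 21 terms. With the replicate block, 0 terms passed in either direction, and 28 and 16 terms had an unadjusted *P* below 0.05. The smallest *P* among upregulated genes was that of DNA duplex unwinding, with 8 genes where 1.91 were expected (Fisher's exact test, *P* = 0.000493, Benjamini-Hochberg adjusted 0.381). Among downregulated genes, aspartate metabolic process and pantothenate biosynthetic process each held 3 genes where 0.206 were expected (Fisher's exact test, *P* = 0.000736, Benjamini-Hochberg adjusted 0.284). After a correction for GC content and gene length, 1 term, transmembrane transport, was enriched among the downregulated genes (adjusted *P* = 2.47e-05 from Fisher's exact test). The same test on the paper's *htb1-G52D* list gave 2 terms for the upregulated and 7 for the downregulated genes.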

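Shared direction was also measured over the whole *htb1-G52D* lists, whether or not a gene was a DEG in *htb1-K119R*. Of the 149 tested genes that the paper lists as upregulated in *htb1-G52D*, 98 (65.8%) were higher in *htb1-K119R*, with a median log2 fold change of 0.20. Of the 158 tested genes listed as downregulated, 121 (76.6%) were lower, with a median of −0.40. At an adjusted *P* below 0.05 over all genes tested, 47 of the upregulated genes were higher and 22 were lower, and adjusted over the list alone the numbers were 48 and 22. Of the downregulated genes, 73 were lower and 11 were higher, and 74 and 11 when adjusted over the list alone. From the shared DEGs and the GO patterns, the paper proposes that the altered expression in *htb1-G52D*, *htb1-D67N*, and *htb1-P102L* correlates with the genes that H2B ub regulates.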

**Figure 3.**
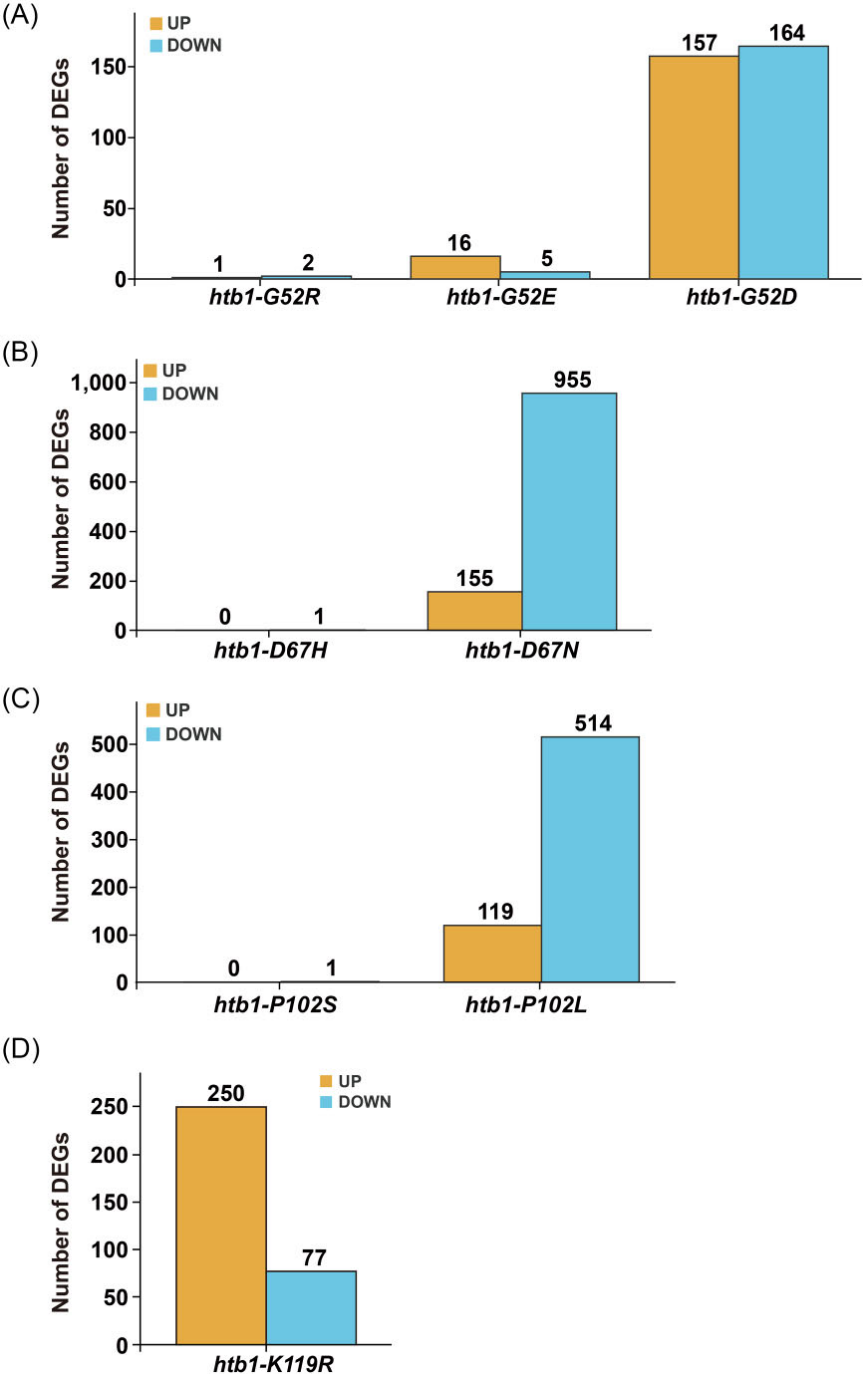
RNA-seq analysis of gene expression in the indicated *htb1-Gly52*/*Asp67*/*Pro102* oncomutants. (A) RNA-seq analysis of DEGs relative to WT cells in *htb1-G52D* (YGF277), *htb1-G52R* (YGF510), and *htb1-G52E* (YGF508). (B) RNA-seq analysis of DEGs relative to WT cells in *htb1-D67N* (YGF324) and *htb1-D67H* (YGF515). (C) RNA-seq analysis of DEGs relative to WT cells in *htb1-P102S* (YGF325) and *htb1-P102L* (YGF279). (D) RNA-seq analysis of DEGs relative to WT cells in *htb1-K119R* (YGF226). The number of genes with up- and downregulated expression is indicated at the top of the column.

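The 6 libraries behind Fig. 3D were compared on log2 CPM values. The first principal component held 70.1% of the variance and separated the 3 WT libraries from the 3 *htb1-K119R* libraries. The second held 17.4% and set WT replicate 3 (−21.89) apart from the other libraries. On its side of 0 lay *htb1-K119R* replicates 1 and 3 (−3.33 and −3.34). The remaining libraries, from both genotypes, lay between 5.54 and 13.03, so this axis also crossed the genotypes. The mean absolute log2 difference between WT replicates 1 and 2 was 0.2, whereas WT replicate 3 differed from replicate 1 by 0.402 and from replicate 2 by 0.336. Between *htb1-K119R* replicates it lay between 0.16 and 0.228. Of the 10 splits of the 6 libraries into groups of 3, the 9 that mix the genotypes each gave 0 DEGs and between 3 and 818 genes at an unadjusted *P* below 0.05, against 2385 genes for WT against *htb1-K119R*. The 818 came from the split that set WT replicate 3 with *htb1-K119R* replicates 1 and 3, and the other mixed splits gave at most 43. A mixed split carries the genotype difference within its groups, which raises their spread. Its 0 DEGs therefore do not show how many calls of the real split are false.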

### The downregulated transcripts and proteins in *htb1-G52D, htb1-D67N*, and *htb1-P102L* are correlated with reduced H2B^ub^ levels

We previously found that the expression of DNA repair genes was not generally affected in *htb1-G52D*/*D67N/P102L* (Qin et al. 2024). Thus, to further validate that H2B^ub^ is involved in gene dysregulation in *htb1-G52D*/*D67N/P102L*, we focused on the expression of four representative genes: *aat1*^+^, *eng1*^+^, *ppk1*^+^, and *SPBC887.17*^+^, whose transcript levels were downregulated in *htb1-K119R* according to previous microarray data (Tanny et al. 2007) and our RNA-seq data (Fig. 3D and Table S9). 

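The counts of the 4 representative genes were taken from the 6 *htb1-K119R* and WT libraries, and positions are those of ASM294v3. The *aat1*+ gene (SPBC359.03c) lies on chromosome II from 111007 to 113365. Its expression fell from 71.8 ± 12 CPM in WT to 11.2 ± 1.2 CPM in *htb1-K119R* (log2 fold change −2.68, SE 0.147, adjusted *P* = 1.12e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It is one of 21 tested genes in the left 120 kb of chromosome II, of which 15 were downregulated. The *eng1*+ gene (SPAC821.09, chromosome I from 998632 to 1002361) fell from 120 ± 7.05 to 55.9 ± 4.31 CPM (log2 fold change −1.10, SE 0.103, adjusted *P* = 3.23e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The *SPBC887.17*+ gene (chromosome II from 3575443 to 3578114) fell from 209 ± 37.7 to 87.0 ± 0.787 CPM (log2 fold change −1.26, SE 0.135, adjusted *P* = 7.12e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It overlaps a gene on the other strand. The *ppk1*+ gene (SPAC110.01, chromosome I from 1907055 to 1911747) was higher in *htb1-K119R*, at 12.8 ± 1.25 CPM against 9.02 ± 1.17 CPM in WT (log2 fold change 0.50, SE 0.154, adjusted *P* = 0.0269, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its counts were 111, 115, and 251 in WT and 283, 251, and 221 in *htb1-K119R*, and the change was below the 2-fold threshold. For each of the 4 genes, the 3 *htb1-K119R* values lay on one side of the 3 WT values, for which a two-sided exact permutation test gives *P* = 0.1, the smallest that 3 against 3 libraries allow. With the replicate block, the log2 fold changes were −2.67, −1.10, −1.25, and 0.50 for *aat1*+, *eng1*+, *SPBC887.17*+, and *ppk1*+, with adjusted *P* values of 3.19e-09, 6.52e-06, 7.5e-06, and 0.025 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn, they stayed between −2.78 and −2.54, −1.16 and −1.06, −1.40 and −1.15, and 0.43 and 0.62, but the adjusted *P* of *ppk1*+ was above 0.05 in 4 of these 6 fits (edgeR's quasi-likelihood test). Across the alternatives set before the data were examined, the adjusted *P* of *ppk1*+ ranged from 0.00241 to 0.63 (edgeR, DESeq2, or limma, with Benjamini-Hochberg adjustment), and after the GC content and gene length correction its log2 fold change was 0.10.

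**Figure D2:**
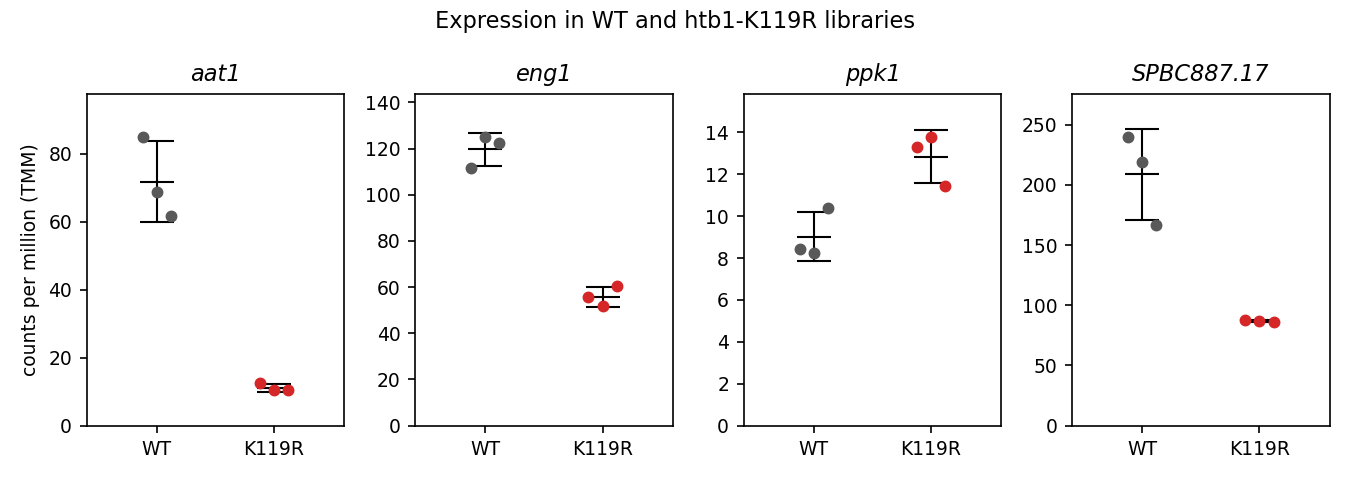
Expression of *aat1*+, *eng1*+, *ppk1*+, and *SPBC887.17*+ in TMM-normalized CPM, on axes that start at 0. Each point is one of the 3 WT (grey) or 3 *htb1-K119R* (red) libraries, and the bars give mean ± SD. The *htb1-K119R* points lie below the WT points for *aat1*+, *eng1*+, and *SPBC887.17*+, and above them for *ppk1*+.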

The *aat1*^+^ gene encodes an amino acid transmembrane transporter in the plasma membrane. The *eng1*^+^ gene produces an endoglucanase involved in cell wall catabolism. The *ppk1*^+^ gene encodes the serine/threonine protein kinase Ppk1, and its *S. cerevisiae* homolog Kin4 is a spindle position checkpoint and mitosis regulator (D’Aquino et al. 2005, Pereira and Schiebel 2005, Ekal et al. 2023). The *SPBC887.17*^+^ gene is inferred to encode a guanine and adenine transmembrane transporter in the plasma membrane. We performed RT-qPCR experiments and validated that the levels of their transcripts were indeed decreased in *htb1-K119R* (Fig. 4A). We also found that their transcript levels were increased in *ubp8*Δ, which is a null mutant of H2B deubiquitinase *ubp8*^+^ (Fig. 4A). The RNA levels of *aro1*^+^ gene, which is independent of H2B^ub^ regulation and used as a negative control (Tanny et al. 2007), were consistently unaltered in our *htb1-K119R* and *ubp8*Δ mutants (Fig. S4A). These data suggest that transcription of these four genes is regulated by H2B^ub^. Subsequently, we used RT-qPCR to verify the RNA levels of these four genes in certain *htb1-Gly52/Asp67/Pro102* mutants that were subjected to RNA-seq. We found that the levels of *aat1*^+^, *eng1*^+^, *ppk1*^+^, and *SPBC887.17*^+^ transcripts were reduced in *htb1-G52D, htb1-D67N*, and *htb1-P102L* but not in *htb1-G52R/G52E, htb1-D67H*, and *htb1-P102S* (Fig. 4B). The RNA levels of the control gene *aro1*^+^ were unaltered in these mutants (Fig. S4B). Additionally, we determined the RNA levels of *aat1*^+^ and *ppk1*^+^ in all the constructed *htb1-Gly52/Asp67/Pro102* mutants. Consistent with the results of H2B^ub^ levels, *htb1-G52D* (Fig. 4C), *htb1-D67N* (Fig. 4D), and *htb1-P102L* (Fig. 4E) exclusively exhibited reduced RNA levels of *aat1*^+^ and *ppk1*^+^. To verify these results, we tagged *aat1*^+^, *eng1*^+^, and *ppk1*^+^ with 5x FLAG at their C-termini and performed immunoblotting to examine whether their protein levels were correlated with their transcript levels. Consistently, the abundance of the Aat1-5FLAG (Fig. 4F), Eng1-5FLAG (Fig. 4G), and Ppk1-5FLAG (Fig. 4H) proteins were decreased in *htb1-G52D, htb1-P102L*, and more significantly reduced in *htb1-K119R*. Taken together, the correlations in these representative RNA and protein levels between *htb1-K119R* and *htb1-G52D/D67N/P102L* suggest that gene dysregulation in *htb1-G52D/D67N/P102L* mutants is the consequence of compromised H2B^ub^ levels.

**Figure 4.**
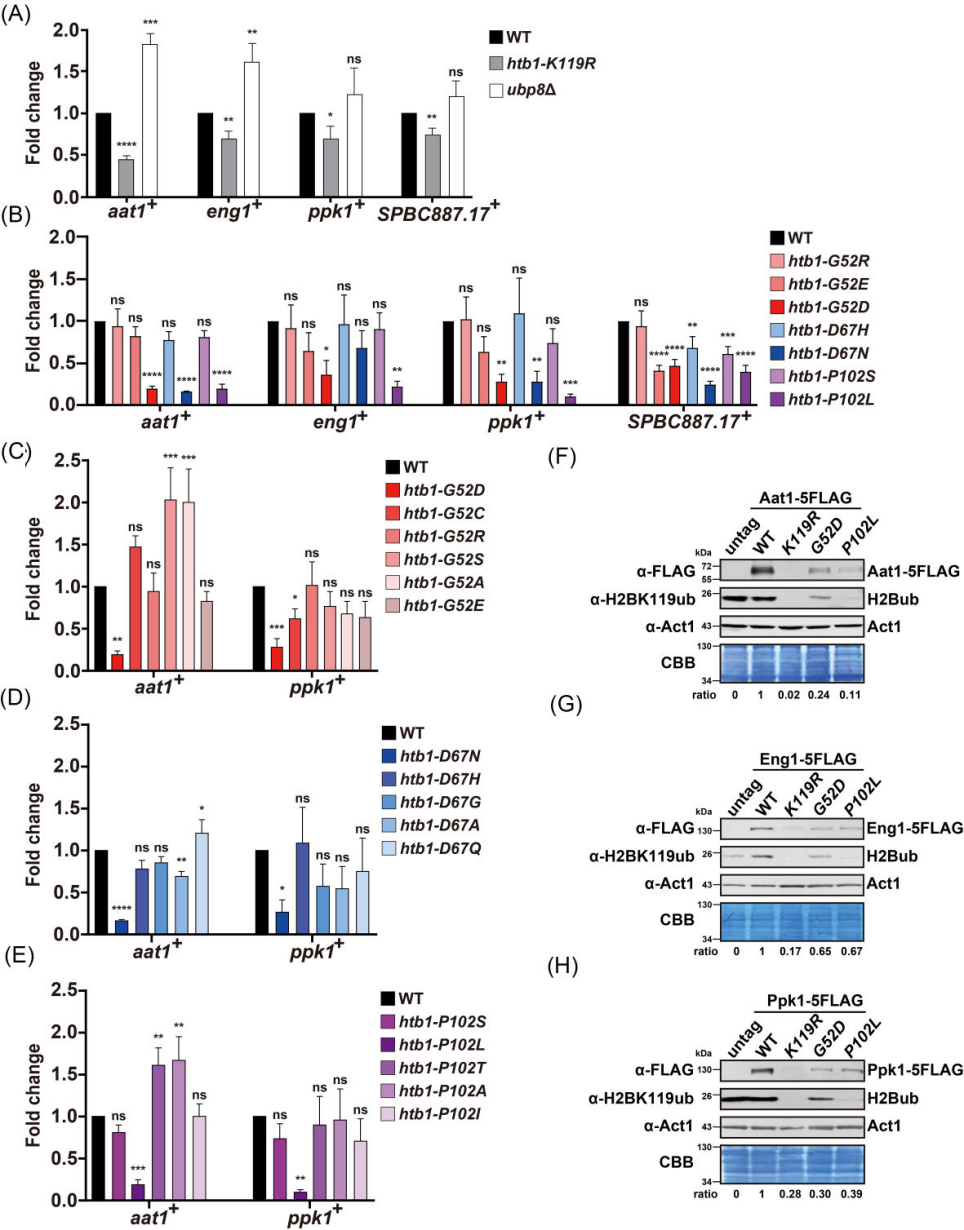
RT-qPCR and immunoblotting analysis of gene expression in the *htb1-Gly52*/*Asp67*/*Pro102* various mutants. (A) RT-qPCR analysis of *aat1*^+^, *eng1*^+^, *ppk1*^+^, and *SPBC887.17*^+^ transcripts in *htb1-K119R* (YGF226) and *ubp8*Δ (YGF415) mutants. (B) RT-qPCR validation of *aat1*^+^, *eng1*^+^, *ppk1*^+^, and *SPBC887.17*^+^ transcripts in the indicated and RNA-seq analyzed *htb1-Gly52/Asp67/Pro102* oncomutants. (C) RT-qPCR analysis of *aat1*^+^ and *ppk1*^+^ transcripts in *htb1-G52D* (YGF277), *htb1-G52C* (YGF507), *htb1-G52R* (YGF510), *htb1-G52S* (YGF460), *htb1-G52A* (YGF459), and *htb1-G52E* (YGF508) cells. (D) RT-qPCR analysis of *aat1*^+^ and *ppk1*^+^ transcripts in *htb1-D67N* (YGF324), *htb1-D67H* (YGF515), *htb1-D67G* (YGF514), *htb1-D67A* (YGF513), and *htb1-D67Q* (YGF509) cells. (E) RT-qPCR analysis of *aat1*^+^ and *ppk1*^+^ transcripts in *htb1-P102S* (YGF325), *htb1-P102L* (YGF279), *htb1-P102T* (YGF512), *htb1-P102A* (YGF511), and *htb1-P102I* (YGF505) cells. The fold change of gene expression in the indicated cells relative to that of WT (set as 1) is shown as mean ± SD (*n* = 3). A one-way analysis of variance (ANOVA) is performed to compare multiple data sets to WT. (F) Immunoblots of Aat1-5FLAG protein levels in untag (TK8), WT (YGF644), *htb1-K119R* (YGF645), *htb1-G52D* (YGF646), and *htb1-P102L* (YGF647) cells. (G) Immunoblots of Eng1-5FLAG protein levels in untag (TK8), WT (YGF632), *htb1-K119R* (YGF633), *htb1-G52D* (YGF634), and *htb1-P102L* (YGF635) cells. (H) Immunoblots of Ppk1-5FLAG protein levels in untag (TK8), WT (YGF591), *htb1-K119R* (YGF592), *htb1-G52D* (YGF594), and *htb1-P102L* (YGF595) cells. The intensity of the FLAG-tagged protein band is normalized to that of CBB staining. The fold change of this normalization factor in the indicated mutants relative to WT (set as 1) is depicted as the ratio at the bottom.

### The dysregulation of transcripts in *htb1-G52D, htb1-D67N*, and *htb1-P102L* is restored by the absence of *ubp8*^+^

To further support that H2B^ub^ deficiency in *htb1-G52D, htb1-D67N*, and *htb1-P102L* is the main mechanism for the dysregulation of their transcripts, we performed RNA-seq experiments in our previously constructed strains *htb1-G52D ubp8*Δ, *htb1-D67N ubp8*Δ, and *htb1-P102L ubp8*Δ, where deletion of *ubp8*^+^ restored H2B^ub^ levels (Qin et al. 2024). Interestingly, the number of altered transcripts, particularly for the reduced transcripts, in *htb1-G52D ubp8*Δ (Fig. 5A and Table S10), *htb1-D67N ubp8*Δ (Fig. 5B and Table S10), and *htb1-P102L ubp8*Δ (Fig. 5C and Table S10) was significantly lower than that in *htb1-G52D, htb1-D67N*, and *htb1-P102L*, respectively. The Venn Diagram also showed no significant overlap for the downregulated genes in *htb1-G52D ubp8*Δ (Fig. 5D), *htb1-D67N ubp8*Δ (Fig. 5E), and *htb1-P102L ubp8*Δ (Fig. 5F) compared with *htb1-G52D, htb1-D67N*, and *htb1-P102L*, respectively. Despite there being a significant overlap for the upregulated and dysregulated genes, the number of overlapping genes was much smaller in *htb1-G52D* (Fig. S5A), *htb1-D67N* (Fig. S5B), and *htb1-P102L* (Fig. S5C). Moreover, GO analysis revealed a significant difference in the number and classification of affected genes in *htb1-G52D ubp8*Δ (Fig. S5D), *htb1-D67N ubp8*Δ (Fig. S5E), and *htb1-P102L ubp8*Δ (Fig. S5F). To validate these RNA-seq data, we measured the levels of *aat1*^+^, *eng1*^+^, *ppk1*^+^, and *SPBC887.17*^+^ transcripts in *htb1-G52D, htb1-D67N*, and *htb1-P102L* with and without *ubp8*^+^ by RT-qPCR. Consistent with the result shown in Fig. 4(B), the levels of *aat1*^+^, *eng1*^+^, *ppk1*^+^, and *SPBC887.17*^+^ transcripts were reduced in *htb1-G52D, htb1-D67N*, and *htb1-P102L*. After deleting *ubp8*^+^, the levels of these transcripts were almost restored to WT levels (Fig. 5G). Collectively, these data indicate that the altered levels of transcripts in *htb1-G52D, htb1-D67N*, and *htb1-P102L* are mechanistically due to H2B^ub^ deficiency.

**Figure 5.**
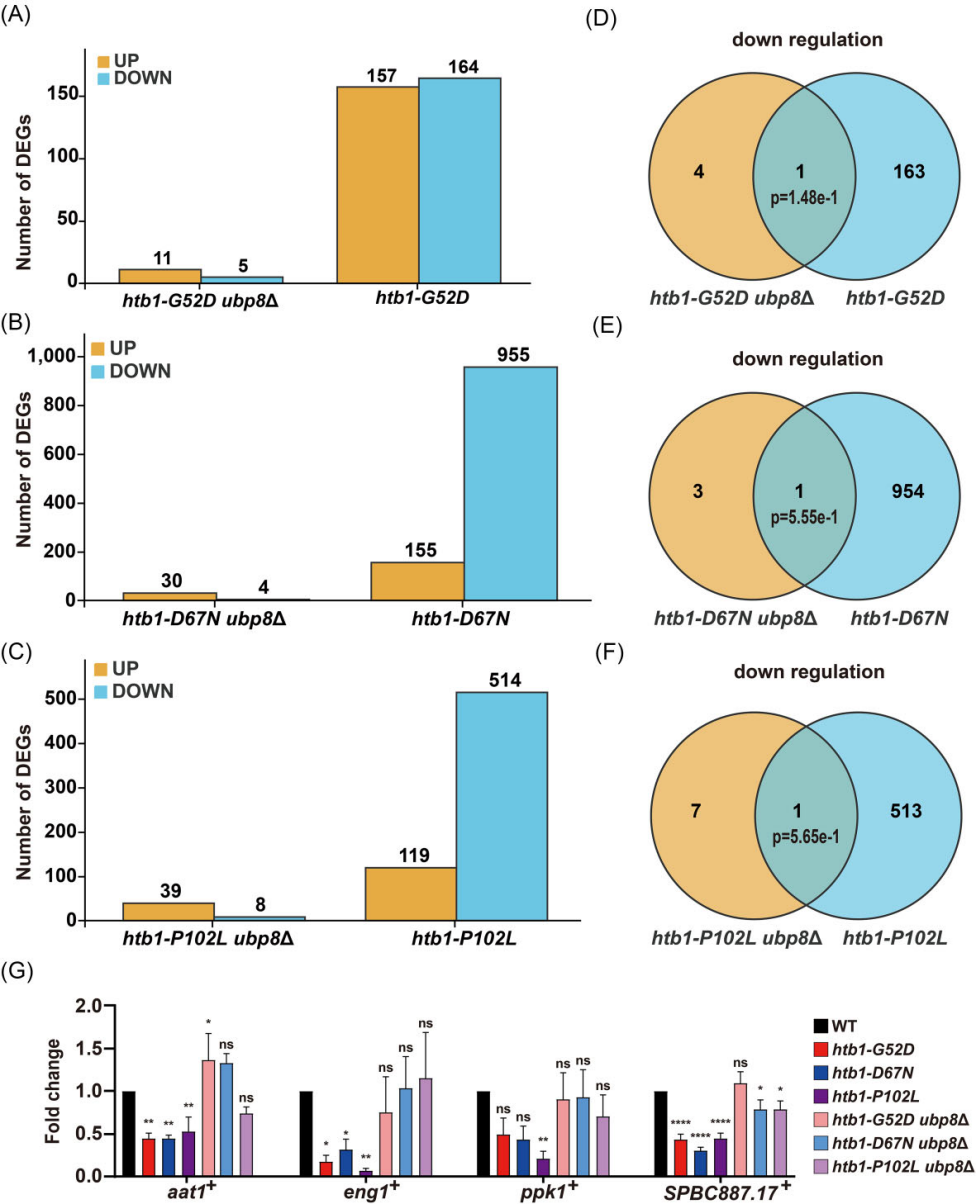
RNA-seq and RT-qPCR analysis of gene expression in the *htb1-G52D*/*D67N*/*P102L* oncomutants with *ubp8*Δ. (A) RNA-seq analysis of DEGs relative to WT cells in *htb1-G52D* (YGF277) and *htb1-G52D ubp8*Δ (YGF416) cells. (B) RNA-seq analysis of DEGs relative to WT cells in *htb1-D67N* (YGF324) and *htb1-D67N ubp8*Δ (YGF443) cells. (C) RNA-seq analysis of DEGs relative to WT cells in *htb1-P102L* (YGF279) and *htb1-P102L ubp8*Δ (YGF417) cells. The number of genes with up- and downregulated expression is indicated at the top of the column. (D) Venn Diagrams of downregulated genes in *htb1-G52D* (YGF277) and *htb1-G52D ubp8*Δ (YGF416). (E) Venn Diagrams of downregulated genes in *htb1-D67N* (YGF324) and *htb1-D67N ubp8*Δ (YGF443). (F) Venn Diagrams of downregulated genes in *htb1-P102L* (YGF279) and *htb1-P102L ubp8*Δ (YGF417). Fisher’s exact test is used to calculate the *P*-values of significant differences in Venn Diagrams. (G) RT-qPCR of *aat1*^+^, *eng1*^+^, *ppk1*^+^, and *SPBC887.17*^+^ transcripts in the *htb1-G52D, htb1-D67N*, and *htb1-P102L* oncomutants and their double mutants with *ubp8*Δ. The fold change of gene expression in the indicated cells relative to that of WT (set as 1) is shown as mean ± SD (*n* = 3). A one-way ANOVA is performed for multiple comparisons to WT.

### The downregulated transcripts in *htb1-G52D, htb1-D67N*, and *htb1-P102L* are caused by the reduced H2B^ub^ levels and the defect in RNA polymerase II elongation

To test whether H2B^ub^ levels are diminished at these representative genes whose expression is decreased in the *htb1-G52D* and *htb1-P102L* mutants, we conducted an H2B^ub^-ChIP experiment, which was validated in our previous study (Qin et al. 2024). Consistently, H2B^ub^ levels were significantly enriched at the transcribed genes *act1*^+^ and *aro1*^+^ in WT compared with the *htb1-K119R* mutant, but not at the intergenic region *ars2004*, which is not transcribed and has few H2B^ub^ (Fig. S6A). H2B^ub^ levels were also reduced at *act1*^+^ and *aro1*^+^, but not at *ars2004*, in the *htb1-G52D* and *htb1-P102L* compared with WT (Fig. S6A). Importantly, we found that H2B^ub^ levels are decreased at *aat1*^+^, *eng1*^+^, and *ppk1*^+^ in the *htb1-G52D* and *htb1-P102L* mutants (Fig. 6A), supporting that H2B^ub^ regulates the expression of these genes.

**Figure 6.**
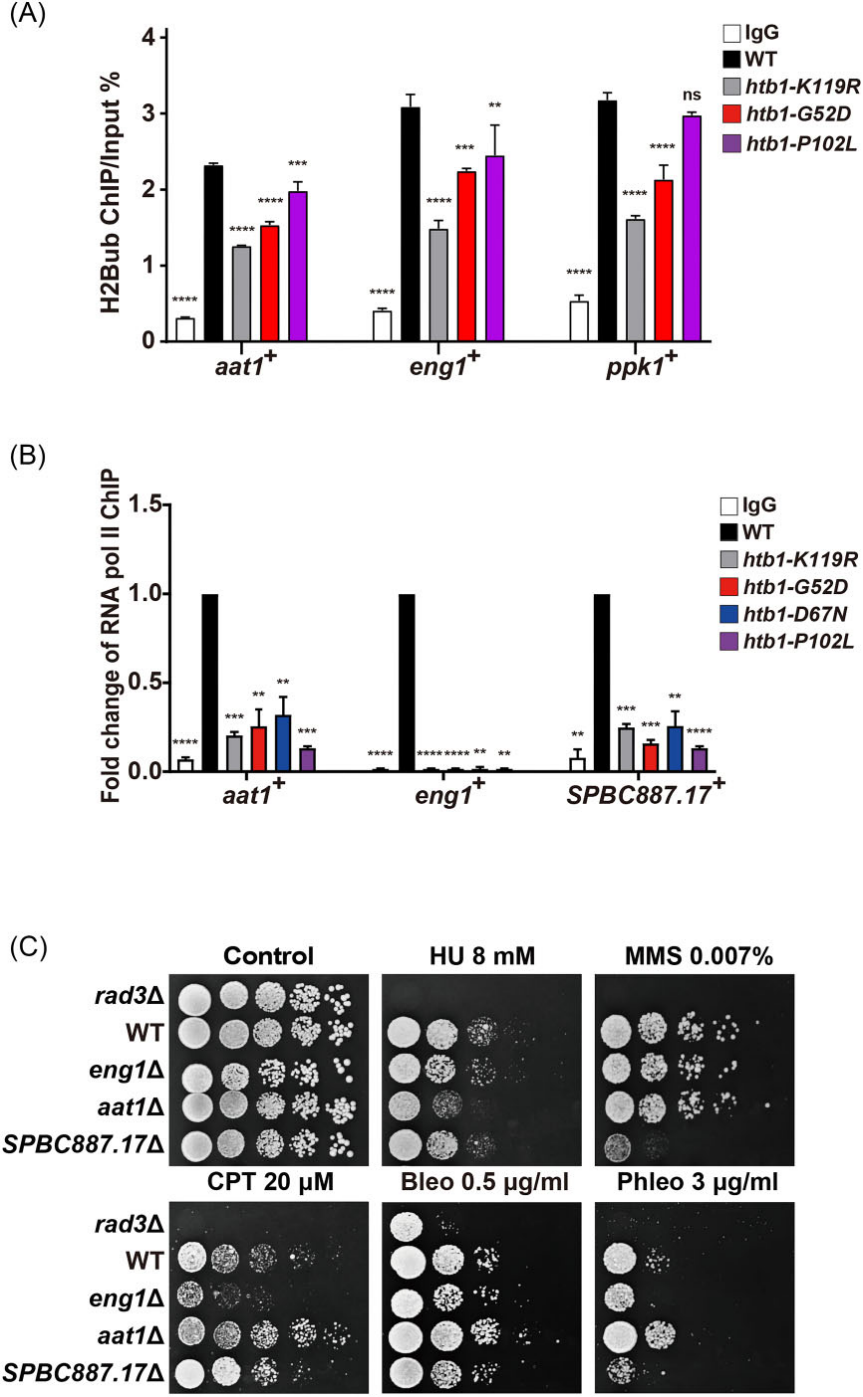
The ChIP-qPCR analysis of enrichment levels of H2B^ub^ and RNA pol II at the indicated genes in the *htb1-G52D*/*D67N*/*P102L* oncomutants, as well as the genotoxic phenotypes of those genes’ deletion mutants. (A) The enrichment percentage of H2B^ub^ at *aat1*^+^, *eng1*^+^, and *ppk1*^+^ genes is shown in *htb1-K119R* (YGF226), *htb1-G52D* (YGF277), and *htb1-P102L* (YGF279). (B) The RNA pol II subunit Rpb1 enrichment at *aat1*^+^, *eng1*^+^, and *SPBC887.17*^+^ genes in *htb1-K119R* (YGF226), *htb1-G52D* (YGF277), *htb1-D67N* (YGF324), and *htb1-P102L* (YGF279) is relative to that in WT (TK8) (set as 1). The H2B^ub^ enrichment or relative fold change of RNA pol II levels is plotted as mean ± SD (*n* = 3). A one-way ANOVA is performed for multiple comparisons to WT. (C) The genotoxic phenotypes of the *eng1*Δ (YGF651), *aat1*Δ (YGF652), and *SPBC887.17*Δ (YGF653) mutants. The length of incubation time is 4 days.

Previous studies demonstrated that H2B^ub^ is associated with elongating RNA polymerase II (pol II) in *S. cerevisiae* and reduced gene expression in *htb1-K119R* mutant is correlated with a transcriptional elongation defect in *S. pombe* (Xiao et al. 2005, Tanny et al. 2007). To understand how H2B^ub^ regulates gene expression in *htb1-G52D*/*D67N/P102L*, we analyzed RNA pol II levels in the representative genes using a ChIP-qPCR assay. The results showed that RNA pol II levels at *aat1*^+^, *eng1*^+^, and *SPBC887.17*^+^ were significantly reduced in *htb1-K119R, htb1-G52D, htb1-D67N*, and *htb1-P102L* compared with WT (Fig. 6B). However, RNA pol II levels were unaltered at *act1*^+^ and *aro1*^+^ (Fig. S6B), whose expression is not regulated by H2B^ub^. Collectively, these data further indicate that the compromised H2B^ub^ downregulates gene expression in *htb1-G52D, htb1-D67N*, and *htb1-P102L* by perturbing RNA pol II elongation.

### The deletion of *aat1*^+^, *eng1*^+^, and *SPBC887.17*^+^ leads to genotoxic defects and their overexpression partially suppresses the temperature sensitivity of *htb1-G52D*

Previous large-scale studies have suggested that the *ppk1*Δ mutant is sensitive to HU and thiabendazole, which interferes with microtubule polymerization (Bimbó et al. 2005, Pan et al. 2012), and that *eng1*Δ is sensitive to MMS and bleomycin (Rodríguez-López et al. 2023). To substantiate this, we constructed *eng1*Δ, *aat1*Δ, and *SPBC887.17*Δ mutants and found that each was sensitive to at least one genotoxin (Fig. 6C). The *eng1*Δ exhibited sensitivities to CPT, bleomycin, and phleomycin. The *aat1*Δ showed the HU sensitivity. The *SPBC887.17*Δ was sensitive to MMS, bleomycin, and phleomycin (Fig. 6C). These data may partially explain why *htb1-G52D/D67N/P102L* with reduced levels of Aat1, Eng1, Ppk1, and SPBC887.17 exhibit genotoxic sensitivity.

To determine whether the reduced expression of a particular gene is sufficient for the genotoxic defect of *htb1-G52D* and *htb1-P102L*, we individually overexpressed *aat1*^+^, *eng1*^+^, *ppk1*^+^, and *SPBC887.17*^+^ from the moderate-strength *adh21* promoter in the *htb1-G52D* mutant. However, they failed to rescue the temperature and genotoxic sensitivities of *htb1-G52D* (Fig. S7A). To rule out the possibility that the relatively weak overexpression of Ppk1 was insufficient to compensate for the defective phenotypes of *htb1-G52D*, we additionally overexpressed *ppk1*^+^ from the strong-strength *adh11* promoter in WT, *htb1-G52D*, and *htb1-P102L* cells, but still observed no rescue effect (Fig. S7B). Furthermore, we overexpressed both *ppk1*^+^ and *aat1*^+^ from the *adh11* promoter and found that it partially rescued the temperature sensitivity of *htb1-G52D* but had no effect on genotoxic sensitivity (Fig. S7C). These data suggest that a set of altered transcripts controlled by H2B^ub^ may be required to contribute to the genomic instability of *htb1-G52D, htb1-D67N*, and *htb1-P102L*.

## Discussion

We constructed diverse oncomutants of *htb1-Gly52/Asp67/Pro102* in *S. pombe* and characterized their genotoxin susceptibility phenotypes, H2B^ub^ levels, and gene expression. Among them, only *htb1-G52D, htb1-D67N*, and *htb1-P102L* exhibit significant sensitivities to high temperature and genotoxins. Correlatively, the levels of H2B^ub^ are notably reduced only in the *htb1-G52D, htb1-D67N*, and *htb1-P102L* mutants. Mechanistically, the transcriptomes in *htb1-G52D, htb1-D67N*, and *htb1-P102L* cells are altered, which are overlapping with H2B^ub^-regulated transcripts. These altered transcripts are largely restored to WT levels when H2B^ub^ levels are recovered in the absence of *ubp8*^+^. This coincides with the rescue of defective phenotypes in *htb1-G52D, htb1-D67N*, and *htb1-P102L* cells when H2B^ub^ levels are restored (Qin et al. 2024). Although we previously demonstrated that the compromised H2B^ub^ in *htb1-G52D* and *htb1-P102L* directly impairs Rad51 recruitment and causes HR repair defect, it does not generally affect the expression of DNA repair genes (Qin et al. 2024). Therefore, the alteration of genome-wide gene expression due to H2B^ub^ deficiency is a novel mechanism underlying the genomic instability of *htb1-G52D, htb1-D67N*, and *htb1-P102L* oncomutants. Collectively, we propose a model in which both HR repair and gene expression are two parallel and independent subpathways under the control of H2B^ub^, whose deficiency plays a determining role in the genomic instability caused by H2B^G52D^, H2B^D67N^, and H2B^P102L^ oncohistones (Fig. 7).

**Figure 7.**
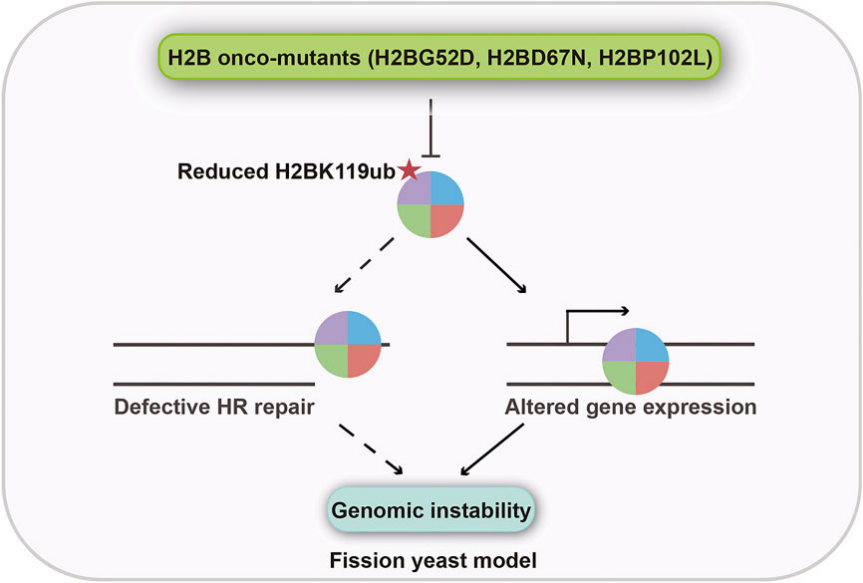
A unified model is proposed. The diverse oncomutants at H2B-Gly52/Asp67/Pro102 residues are modeled and characterized in the fission yeast *S. pombe*. Only the H2BG52D, H2BD67N, and H2BP102L exhibit significant genomic instability. Mechanistically, the compromised H2B^ub^ in H2BG52D/D67N/P102L plays a crucial role. It not only impairs the HR repair efficiency but also alters the genome-wide gene expression. The diagrams with dashed lines represent our previous findings (Qin et al. 2024), and those with solid lines represent the findings in this study.

The *htb1-G52D/D67N/P102L* mutants are similar to the *htb1-G52E/D67Q/P102I* mutants in producing amino acid changes with comparable characteristics, but these have not been reported as oncohistones and exhibit mild or no genotoxic defects and almost normal H2B^ub^ levels. In another aspect, nononcohistone *htb1-D67A/P102A* mutants also behave like WT. Therefore, our mutation spectra analyses indicate that only specific amino acid changes among the *htb1-Gly52/Asp67/Pro102* diverse oncomutants, such as *htb1-G52D, htb1-D67N*, and *htb1-P102L*, have an impact on H2B^ub^ levels. The underlying reason is unclear. We previously indicated that the recruitment of Ubp8 onto the nucleosome is enhanced in the *htb1-G52D* mutant (Qin et al. 2024). Thus, we speculate that only the H2B^G52D/D67N/P102L^ changes can specifically remodel the nucleosome structure and promote the interaction of Ubp8 with the H2B in the nucleosome. To support this speculation, we predicted the nucleosome structures harboring diverse H2B-Gly52/Asp67/Pro102 changes. The negative charge of the H2B^G52D^ is supposed to weaken the H2B–DNA interaction with increased distance (Fig. S8A), which could destabilize the nucleosome and enhance nucleosome remodeling/sliding (Bagert et al. 2021, Jain and Strahl 2021). H2B^D67N^ is predicted to affect the contact with H4-Tyr98 on the histone dimer–tetramer interface (Fig. S8B), which may perturb histone exchange (Bagert et al. 2021, Jain and Strahl 2021). H2B^P102L^ could attenuate the hydrophobic interaction with H2A-Glu93/Lys96/Leu97 (Fig. S8C). However, the other H2B-Gly52/Asp67/Pro102 changes appear to have no such effects (Fig. S8A–C). The relevant structures need to be experimentally solved to test these predictions in the future.

This study revealed that the effects of different amino acid substitutions in oncohistone H2B on histone PTMs are generally associated with their oncogenic phenotypes such as genomic instability, which is consistent with the characteristic of oncohistone H3. Certain *htb1-Gly52* oncomutants do not affect H2B^ub^ levels, yet they still exhibit genotoxic sensitivity. However, this is not found in *htb1-Asp67/Pro102* oncomutants, where only the *htb1-D67N* and *htb1-P102L* affecting H2B^ub^ are defective in response to genotoxins. Our previous study on the synergistic genotoxic sensitivity of *htb1-G52D K119R* double mutant suggests that H2B^G52D^ not only reduces H2B^ub^ levels but also alters nucleosome remodeling independent of H2B^ub^. However, the lack of synergistic sensitivity between *htb1-D67N*/*P102L* and *htb1-K119R* suggests that H2B^D67N/P102L^ primarily affect H2B^ub^ levels (Qin et al. 2024). Therefore, we propose that certain *htb1-Gly52* mutants but not *htb1-Asp67/Pro102* mutants could display genotoxic sensitivity by affecting nucleosome remodeling (Mitchener and Muir 2022), which is independent of H2B^ub^ regulation. This phenomenon is consistent with studies on H3 oncohistones in which the alteration of H3 PTMs is also not the sole mechanism for their phenotypes (Caeiro et al. 2024).

With respect to the relationship between histone PTMs and gene expression, the reduction in H3K27 and H3K36 methylation levels could not be mainly responsible for the changed gene expression in H3K27M, H3G34R/W, and H3K36M oncomutants. However, the reduction in H2B^ub^ seems to be the main cause of altered gene expression in *htb1-G52D, htb1-D67N*, and *htb1-P102L*. Thus, the impacts of altered histone PTMs on gene expression may be different in diverse histone oncomutants, which encourages us to study more noncanonical oncohistones in the future.

The mechanism by which dysregulated gene expression contributes to the genomic instability in *htb1-G52D/D67N/P102L* is still unclear. The individual overexpression of *aat1*^+^, *ppk1^+^, eng1*^+^, and *SPBC887.17*^+^ fails to compensate for the temperature and genotoxic defects of *htb1-G52D*. Interestingly, the combined overexpression of *aat1*^+^ and *ppk1^+^* rescues the temperature sensitivity of *htb1-G52D*. Thus, the dysregulation of a particular transcript or protein could not be sufficient to contribute to genomic instability. Instead, we speculate that aberrant expression of a set of genes, which are regulated by H2B^ub^, may play a synergistic role in the genomic instability of *htb1-G52D/D67N/P102L*. Furthermore, a previous study suggested that altered expression of significantly clustered genes controlled by H2B^ub^ plays a specific role in the stress response (Tanny et al. 2007); thus, it is also possible that H2B^ub^-mediated alterations of gene expression in *htb1-G52D/D67N/P102L* impair the response to DNA replication and damage stress.

Two genetic approaches are used in yeast to model oncohistones in cancer (Zhang et al. 2023). A single allele of a histone gene can be introduced with oncomutations and the other alleles are kept intact or deleted, which express oncohistone mutants either in the presence or the absence of WT histone proteins. The yeast cells expressing the oncohistone within many WT histone proteins closely model cancer cells, where only one copy of many histone genes is mutated, and allow analysis of dominant-negative effects and phenotypes. Alternatively, the yeast cells expressing the oncohistone as the sole copy of the histone protein provide direct and clean characterization of oncohistone function as well as rapid and unbiased screening for recessive phenotypes (Zhang et al. 2023). In this study, oncomutations that occur in the sole H2B gene *htb1*^+^ in *S. pombe* cells amplify their effects in the absence of WT H2B protein, which provides an advantage for detecting even small impacts of H2B oncohistones. In our previous study, H2B^G52D/P102L^ in the presence of WT H2B protein also lead to genotoxic sensitivity and reduction in H2B^ub^  *in cis* (Qin et al. 2024), but the dominant-negative effect of reduced H2B^ub^ in local genes on their expression is still unclear and is under current investigation. In human cancers, only one of the many H2B gene copies is mutated. The effects of H2B^G52D/D67N/P102L^ on gene expression, if there is any effect, could be confined to a few genes with the incorporation of an H2B oncohistone. It is also unclear whether these limited alterations in gene expression contribute to genomic instability and oncogenesis. Thus, whether the findings in this study can be applied to human cancer cells needs to be investigated in the future.

## Conclusion

In summary, we extended our previous study on H2B oncohistones in *S. pombe* and revealed that the specific amino acid substitutions in *htb1-Gly52/Asp67/Pro102* oncomutants, such as *htb1-G52D, htb1-D67N*, and *htb1-P102L*, cause genotoxic sensitivity and genomic instability. The underlying mechanisms include defective HR repair and altered gene expression, both of which are caused by the reduction in H2B^ub^ levels. Therefore, H2B^ub^ levels reduced by H2B oncohistones play a key role in oncogenesis.

## Supplementary Material

foaf027_Supplemental_Files

## Data Availability

The RNA-seq data have been deposited to Gene Expression Omnibus (GEO) under accession numbers GSE267247 and GSE290173. The other original data and resources are available from the corresponding author upon request.

# Supplementary material for: Characterization of oncohistone H2B variants in Schizosaccharomyces pombe reveals a key role of H2B monoubiquitination deficiency in genomic instability by altering gene expression
**Source:** FEMS Yeast Res. 2025 May 22;25:foaf027. doi: 10.1093/femsyr/foaf027
**Supplement:** foaf027_Supplemental_Files

## **Supplementary data**

**Characterization of oncohistone H2B variants in *Schizosaccharomyces pombe* reveals a key role of H2B monoubiquitination deficiency in genomic instability by altering gene expression**

### **A list of the materials**

Figures of S1-S8

Tables of S1-S4

Tables of S5-S10 are separate excel files

## Supplementary figures

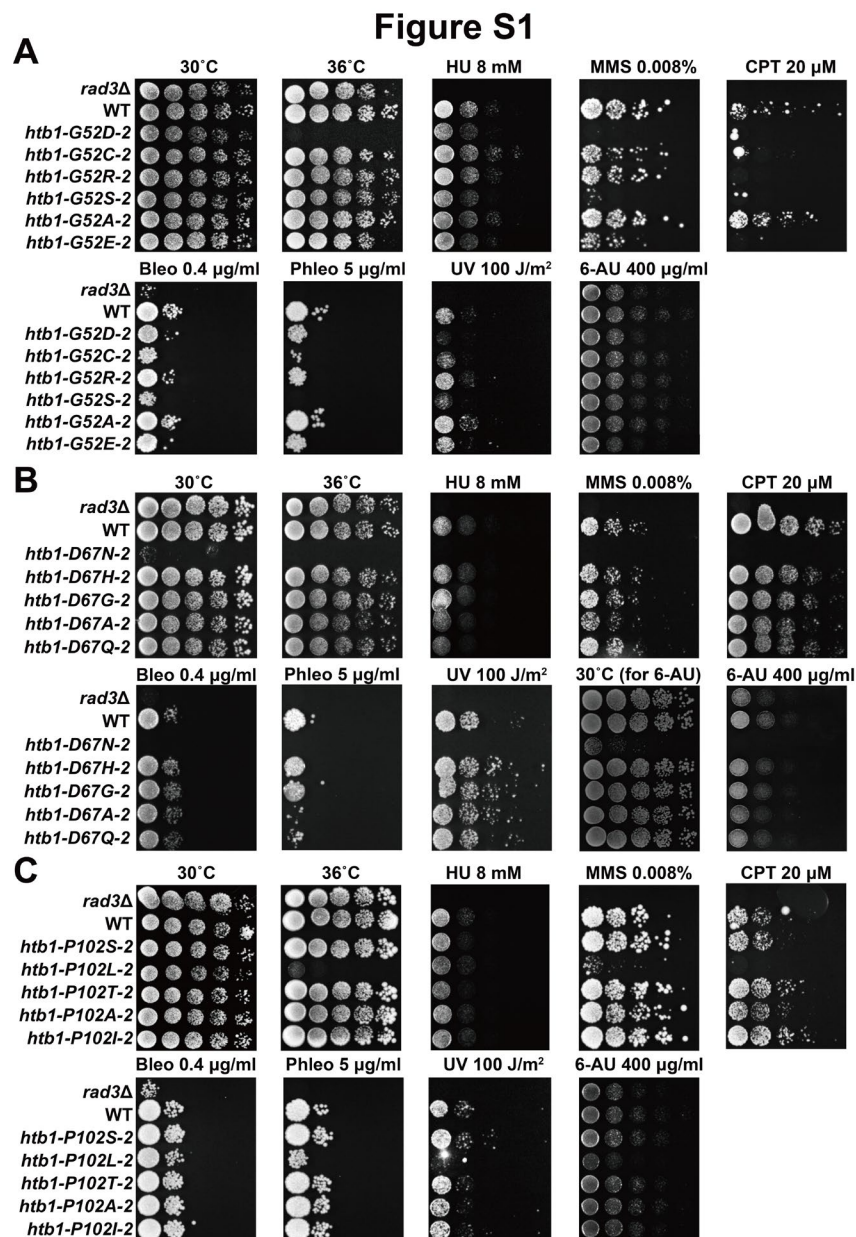

**Figure S1 (related to Figure 1).** The temperature and genotoxic phenotypes of the independent biological repeats of *htb1-Gly52/Asp67/Pro102* variants. (A) The growth of the second independent transformants of various *htb1-Gly52* mutants under indicated conditions. (B) The growth of the second independent transformants of various *htb1-Asp67* mutants under indicated conditions. (C) The growth of the second independent transformants of various *htb1-Pro102* mutants under indicated conditions. The *rad3Δ* (LD297) strain is a positive control. The length of incubation time is five days.

## Figure S2

**A**

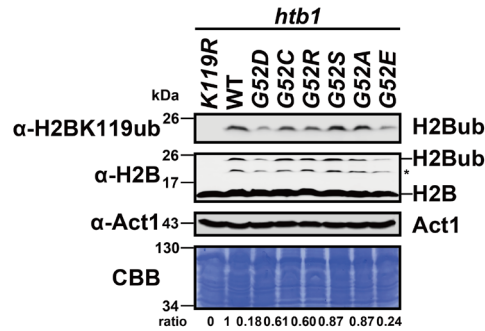

**B**

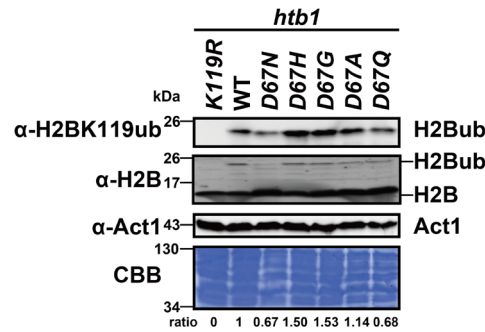

**C**

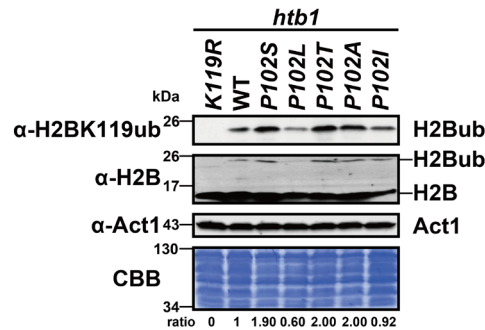

**Figure S2 (related to Figure 2).** The levels of H2Bub in independent biological repeats of *htb1*-Gly52/Asp67/Pro102 diverse onco-mutants. (A) Immunoblots of H2Bub levels in second biological repeats of *htb1*-K119R (YGF226), WT (TK8), *htb1*-G52D (YGF277), *htb1*-G52C (YGF507), *htb1*-G52R (YGF510), *htb1*-G52S (YGF460), *htb1*-G52A (YGF459), and *htb1*-G52E (YGF508) cells. The Asterisk indicates non-specific bands. (B) Immunoblots of H2Bub levels in second biological repeats of *htb1*-K119R (YGF226), WT (TK8), *htb1*-D67N (YGF324), *htb1*-D67H (YGF515), *htb1*-D67G (YGF514), *htb1*-D67A (YGF513), and *htb1*-D67Q (YGF509) mutants. (C) Immunoblots of H2Bub levels in second biological repeats of *htb1*-K119R (YGF226), WT (TK8), *htb1*-P102S (YGF325), *htb1*-P102L (YGF279), *htb1*-P102T (YGF512), *htb1*-P102A (YGF511), and *htb1*-P102I (YGF505) cells. The intensity of the H2Bub band is normalized to that of CBB staining. The fold change of this normalization factor in the indicated mutants relative to WT (set as 1) is denoted as ratio at the bottom.

**Figure S3**

**A**

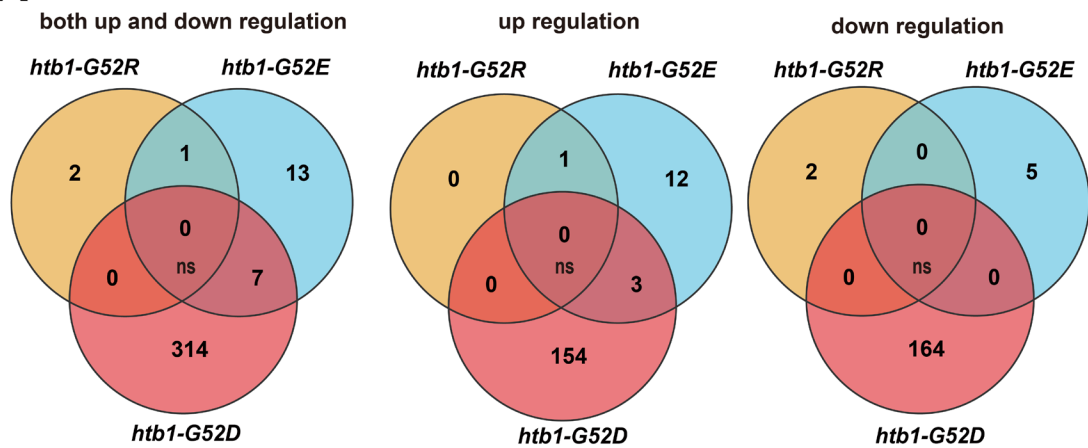

**B**

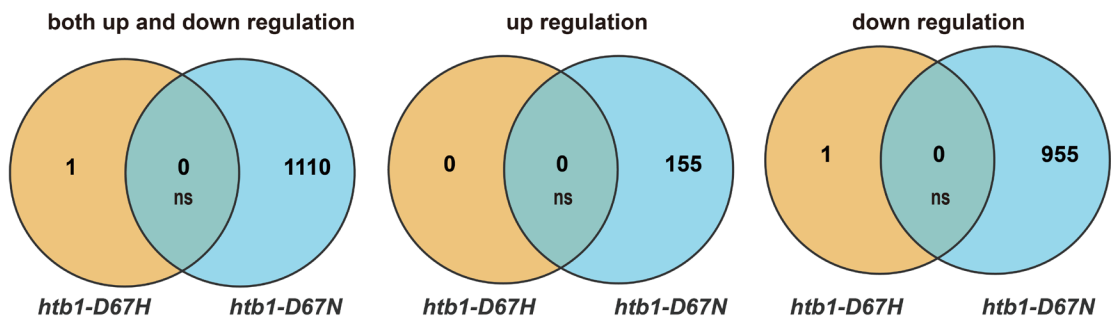

**C**

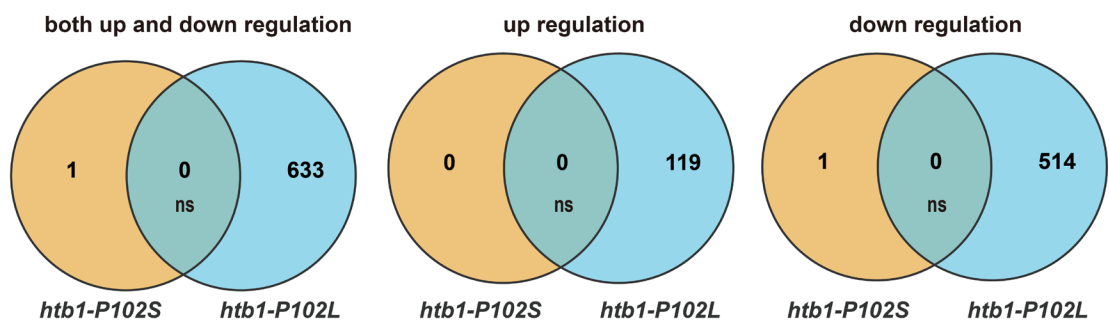

Figure S3

D

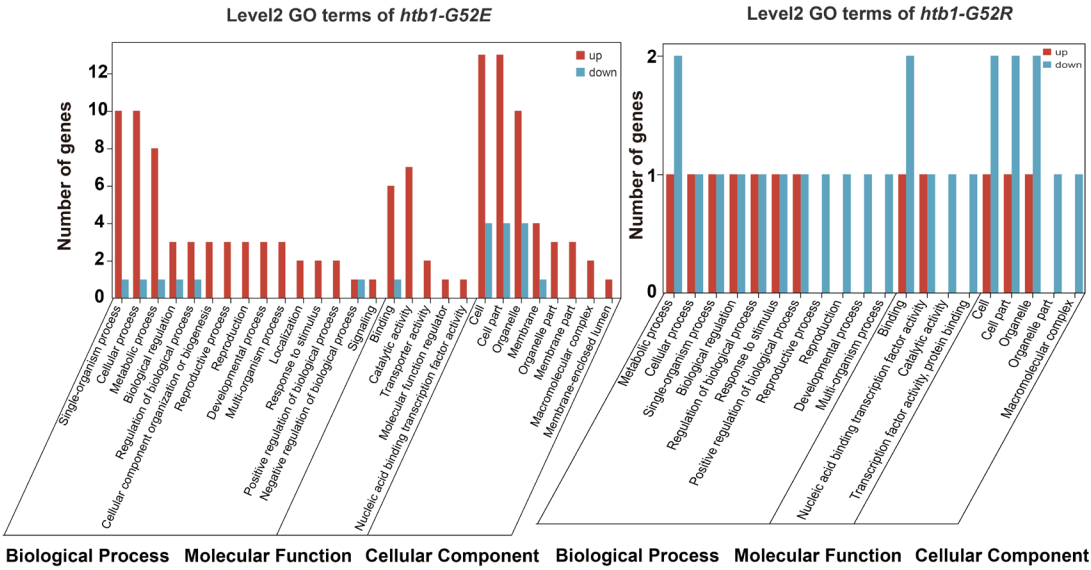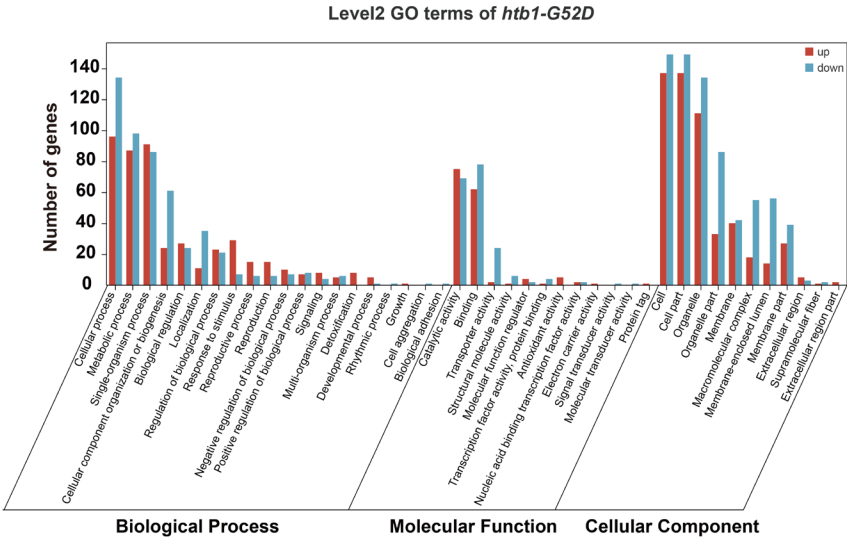

Figure S3

E

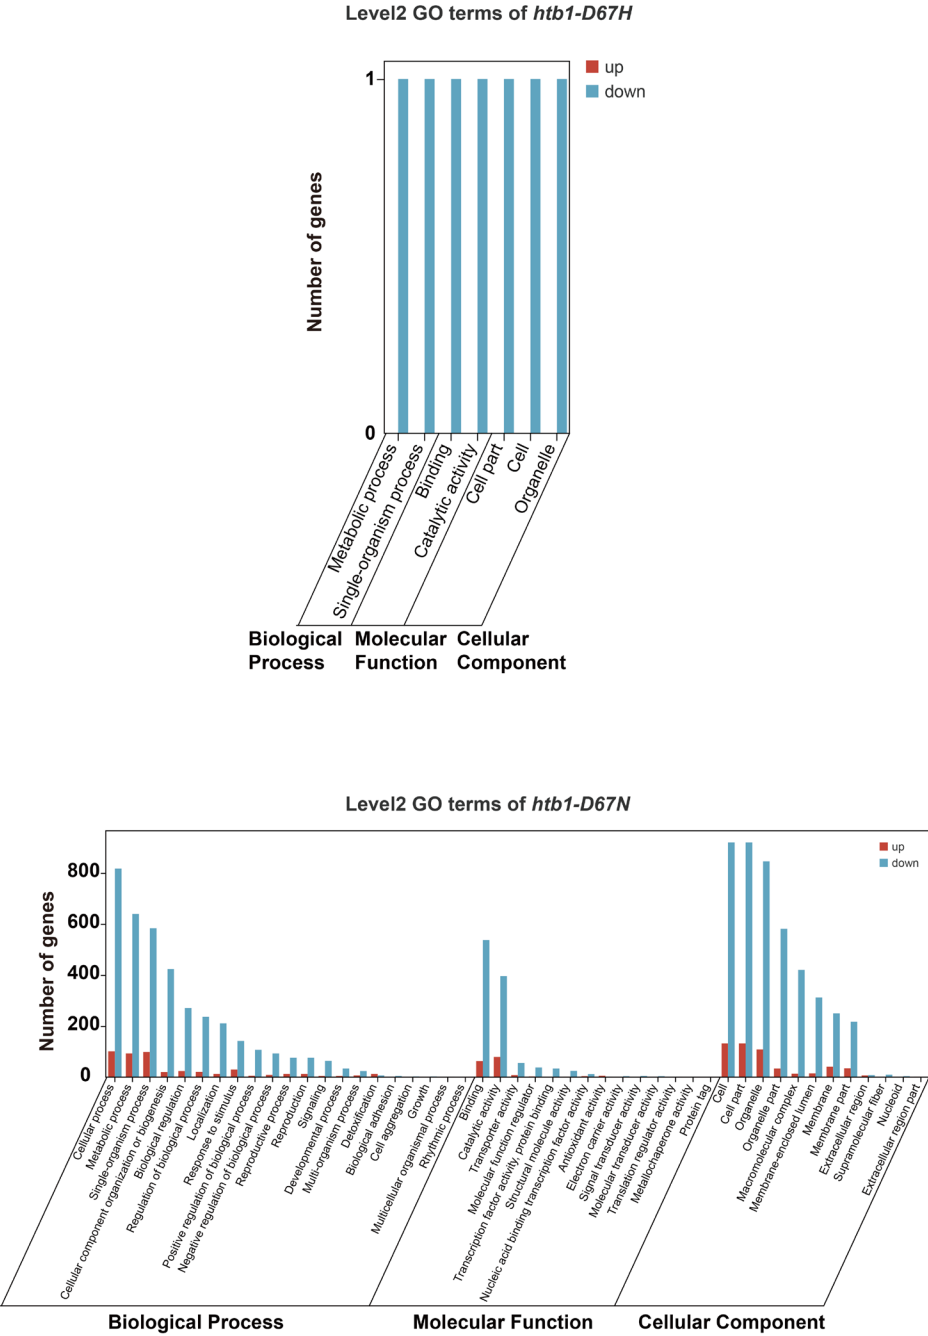

Figure S3

F

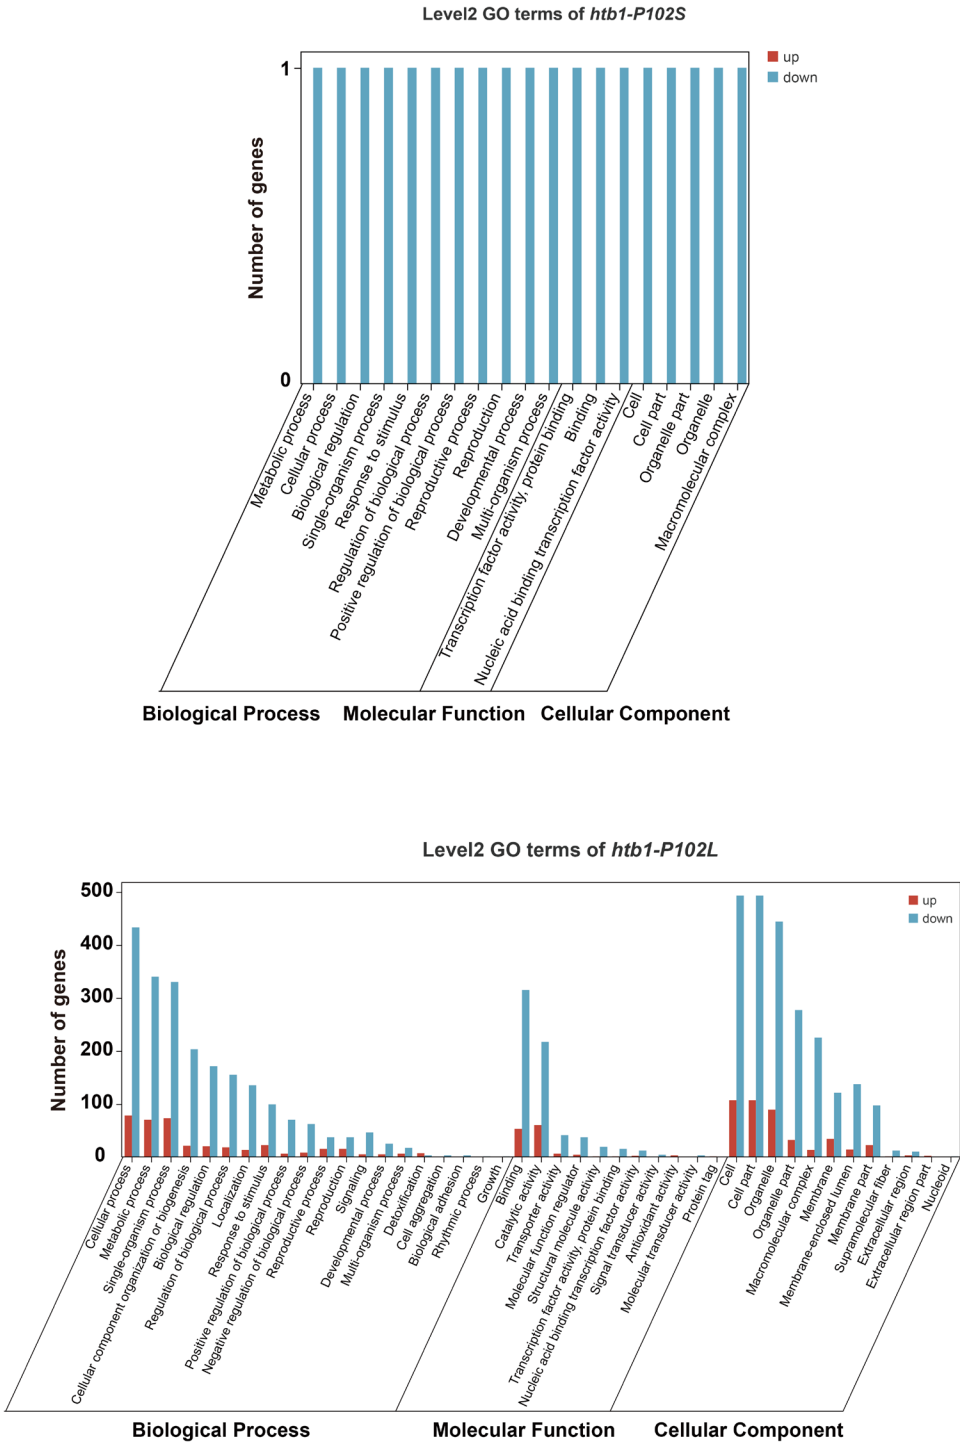

Figure S3

G

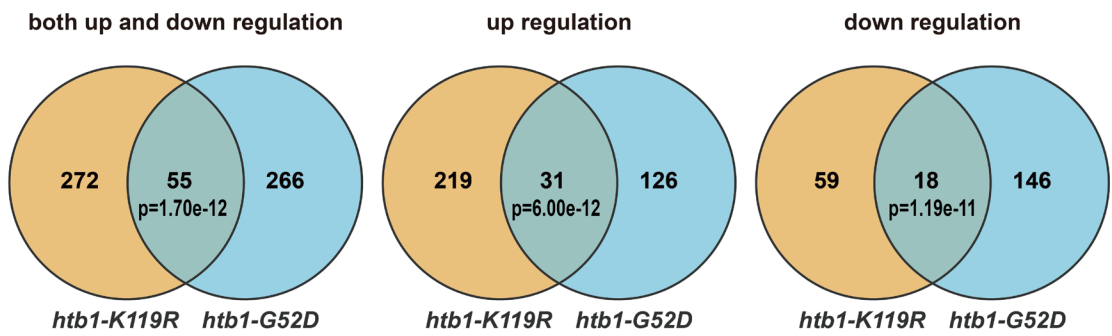

H

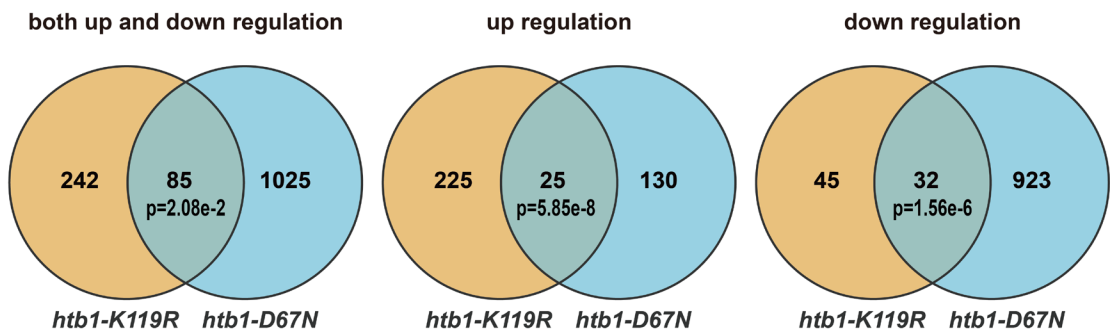

I

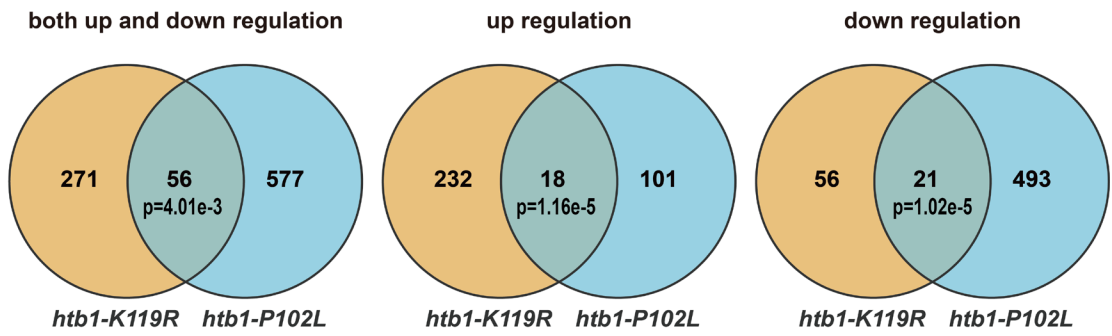

## Figure S3

J

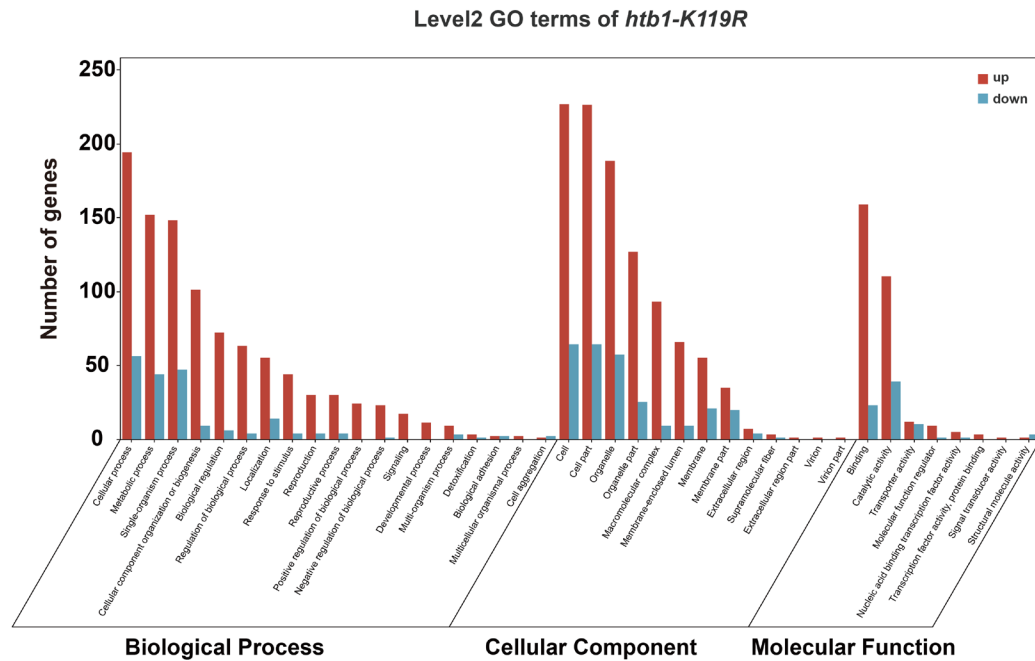

**Figure S3 (related to Figure 3).** Venn Diagrams and Level2 GO terms of DEGs in the representative *htb1-Gly52/Asp67/Pro102* onco-mutants and *htb1-K119R*. (A) Venn Diagrams of DEGs in *htb1-G52D* (YGF277), *htb1-G52R* (YGF510), and *htb1-G52E* (YGF508). (B) Venn Diagrams of DEGs in *htb1-D67N* (YGF324) and *htb1-D67H* (YGF515). (C) Venn Diagrams of DEGs in *htb1-P102S* (YGF325) and *htb1-P102L* (YGF279). (D) Cluster analysis of the GO level2 terms of biological process, molecular function, and cellular component in *htb1-G52D* (YGF277), *htb1-G52R* (YGF510), and *htb1-G52E* (YGF508) mutants. (E) Cluster analysis of the GO level2 terms of biological process, molecular function, and cellular component in *htb1-D67N* (YGF324) and *htb1-D67H* (YGF515) mutants. (F) Cluster analysis of the GO level2 terms in biological process, molecular function, and cellular component in *htb1-P102S* (YGF325) and *htb1-P102L* (YGF279) mutants. (G) Venn Diagrams of DEGs in *htb1-G52D* (YGF277) and *htb1-K119R* (YGF226). (H) Venn Diagrams of DEGs in *htb1-D67N* (YGF324) and *htb1-K119R* (YGF226). (I) Venn Diagrams of DEGs in *htb1-P102L* (YGF279) and *htb1-K119R* (YGF226). (J) Cluster analysis of the GO level2 terms in biological process, molecular function, and cellular component in *htb1-K119R* (YGF226) mutant. The Fisher's exact test is used for calculating *p* values of Venn Diagrams.

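Genes changed in opposite directions in the 2 mutants were counted apart from the shared ones. Of the *htb1-K119R* DEGs called here, 3 upregulated genes are listed as downregulated in *htb1-G52D*, where 7.44 were expected, and 3 downregulated genes are listed as upregulated, where 5.43 were expected. With the replicate block there were 6 such genes in all. *SPAC1039.01*+, *SPAC1039.02*+, and *pex7*+ were upregulated in *htb1-K119R*, and *SPAC11D3.09*+, *ecm31*+, and *SPCC1393.12*+ were downregulated. Against all 5184 genes of the deposited table as background, 6.95 shared upregulated and 5.59 shared downregulated genes were expected.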

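For the *htb1-D67N* comparison, the part of the paper's DEG list used here (Table S10) holds 106 upregulated and 184 downregulated genes. Most of the downregulated genes that the paper's text counts are not in it, so the values below describe this part only. Of its upregulated genes tested in *htb1-K119R*, 67 (65.7%) were higher in *htb1-K119R*, with a median log2 fold change of 0.19. Of its downregulated genes, 138 (79.3%) were lower, with a median of −0.42. At an adjusted *P* below 0.05 in *htb1-K119R* over all genes tested, 30 of the upregulated genes were higher and 16 were lower, and over the list alone 31 and 17. Of the downregulated genes, 85 were lower and 11 were higher, and over the list alone 94 and 11. A total of 5 genes were upregulated in *htb1-K119R* and listed as downregulated in *htb1-D67N*, and 4 were changed the other way round, where 8.19 and 3.72 were expected.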

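For the *htb1-P102L* comparison, the part of the paper's DEG list used here holds 93 upregulated and 167 downregulated genes. Most of the downregulated genes that the paper's text counts are missing from it, so the values below describe this part only. Of the tested ones, 60 of the upregulated genes (65.2%) were higher in *htb1-K119R* and 98 of the downregulated genes (61.3%) were lower. Their median log2 fold changes in *htb1-K119R* were 0.19 and −0.27. At an adjusted *P* below 0.05 over all genes tested, 27 of the upregulated genes were higher and 14 were lower, and 60 of the downregulated genes were lower and 20 were higher. Adjusted over the list alone, these numbers were 28, 14, 62, and 20. In opposite directions, 6 genes were upregulated in *htb1-K119R* and listed as downregulated in *htb1-P102L*, and 2 were changed the other way round, where 7.53 and 3.35 were expected.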

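The number of DEGs per process term was compared between *htb1-K119R* and *htb1-G52D* without rolling terms up to GO level 2, for which no ontology was at hand. Across the 772 terms, the numbers for the 388 *htb1-K119R* DEGs and the 297 *htb1-G52D* DEGs that carry a term had a Spearman's rho of 0.382. Terms are not independent of each other, since they share genes. At an unadjusted *P* below 0.05 (one-sided Fisher's exact test), 2 terms were enriched among the upregulated genes of both mutants, namely DNA strand renaturation and telomere maintenance via recombination. Among the downregulated genes there were 3, namely transmembrane transport, aspartate metabolic process, and L-methionine biosynthesis from methylthioadenosine. In opposite directions, rRNA processing was enriched among the upregulated genes of *htb1-K119R* (17 genes, 7.9 expected, Fisher's exact test, *P* = 0.00213). In *htb1-G52D* it was enriched among the downregulated genes (22 genes, 5.54 expected, Fisher's exact test, *P* = 1.88e-08). None of these terms passed the Benjamini-Hochberg adjustment in *htb1-K119R* in the fit that called the DEGs. Under some alternatives transmembrane transport did, for example after the GC content and gene length correction (adjusted *P* = 2.47e-05, Fisher's exact test).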

## Figure S4

**A**

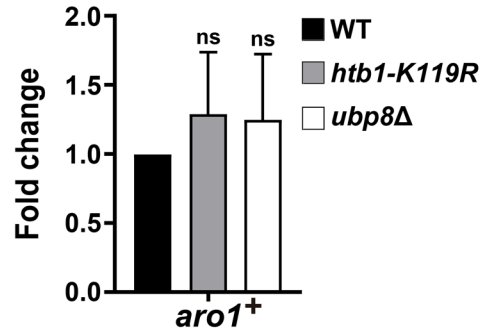

**B**

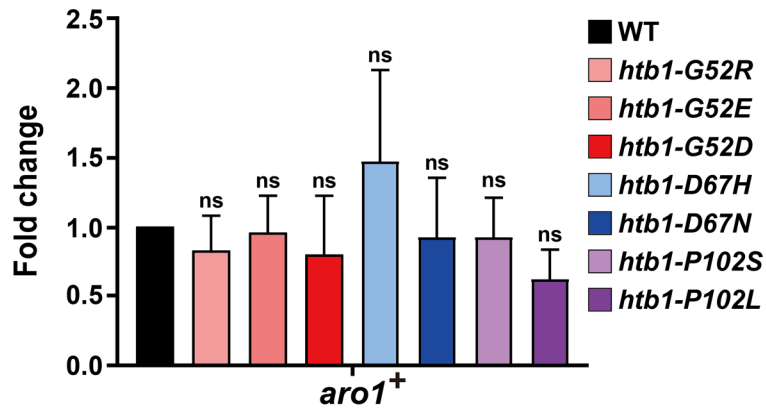

**Figure S4 (related to Figure 4).** (A) RT-qPCR analysis of *aro1*<sup>+</sup> transcript in *htb1-K119R* (YGF226) and *ubp8Δ* (YGF415) mutants. (B) RT-qPCR analysis of *aro1*<sup>+</sup> transcript in the indicated *htb1-Gly52/Asp67/Pro102* onco-mutants. The fold change of gene expression in the indicated mutants relative to that of WT (set as 1) is shown as mean  $\pm$  SD (n = 3). A one-way ANOVA is performed to compare multiple data sets to WT.

# Figure S5

## A

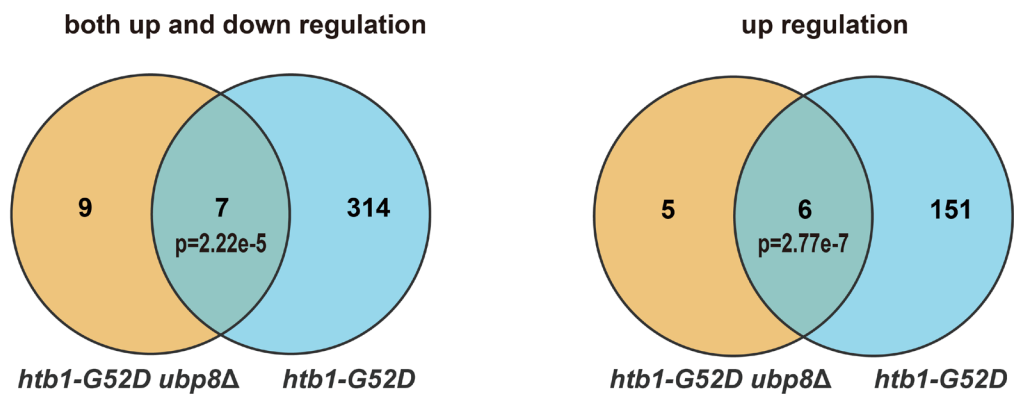

## B

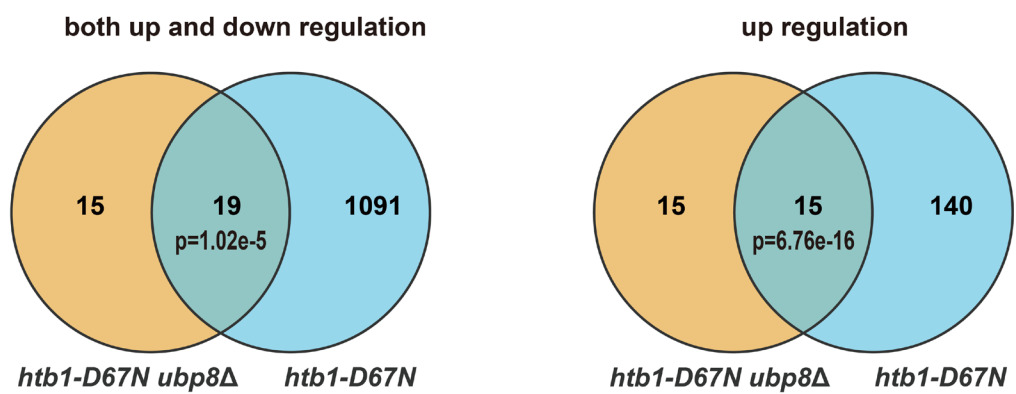

## C

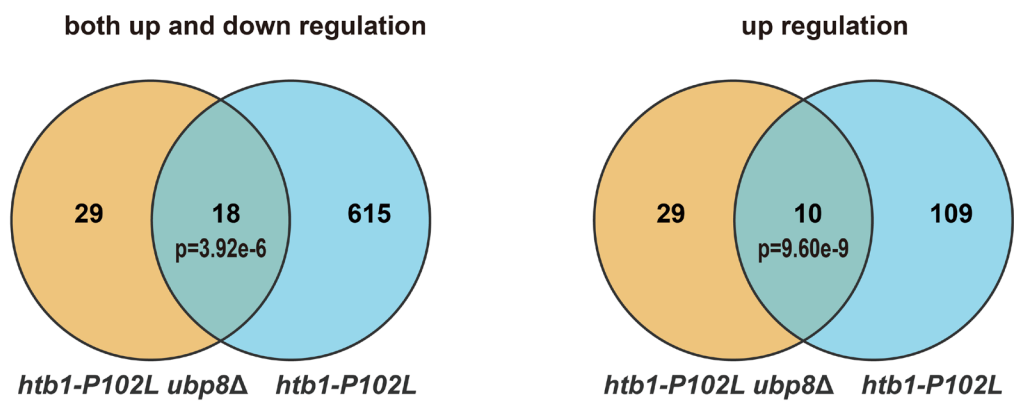

**Figure S5**

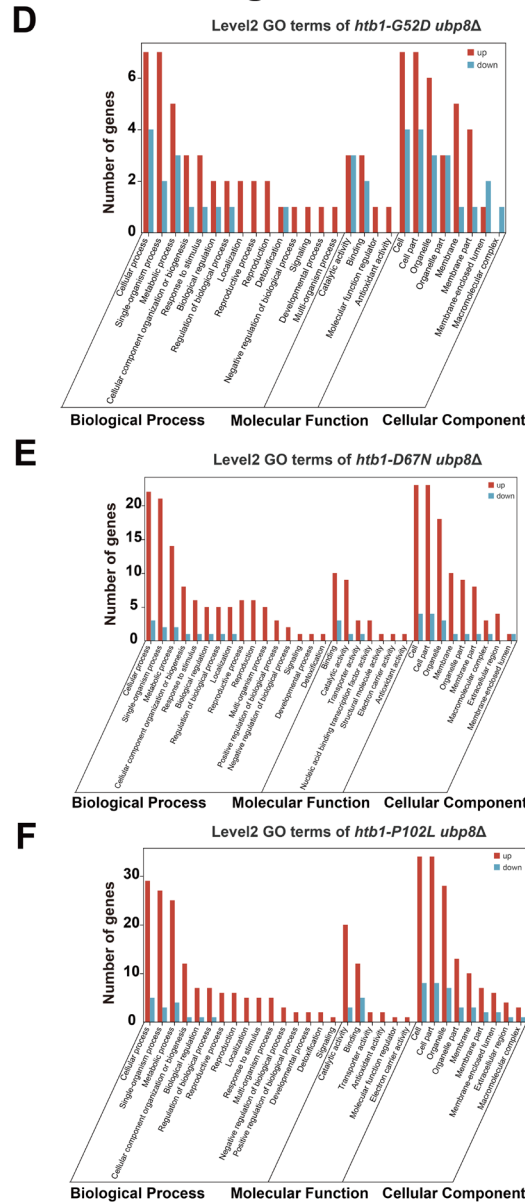

**Figure S5 (related to Figure 5).** Level2 GO terms of DEGs in the double mutants of *htb1-G52D/D67N/P102L* and *ubp8Δ*. (A) Venn Diagrams of the indicated DEGs in *htb1-G52D* (YGF277) and *htb1-G52D ubp8Δ* (YGF416). (B) Venn Diagrams of the indicated DEGs in *htb1-D67N* (YGF324) and *htb1-D67N ubp8Δ* (YGF443). (C) Venn Diagrams of the indicated DEGs in *htb1-P102L* (YGF279) and *htb1-P102L ubp8Δ* (YGF417). The Fisher's exact test is used for calculating *p* values of Venn Diagrams. (D) Cluster analysis of the GO level2 terms of biological process, molecular function, and cellular component in the *htb1-G52D ubp8Δ* (YGF416) mutant. (E) Cluster analysis of the GO level2 terms of biological process, molecular function, and cellular component in *htb1-D67N ubp8Δ* (YGF443). (F) Cluster analysis of the GO level2 terms of biological process, molecular function, and cellular component in *htb1-P102L ubp8Δ* (YGF417) mutants.

## Figure S6

**A**

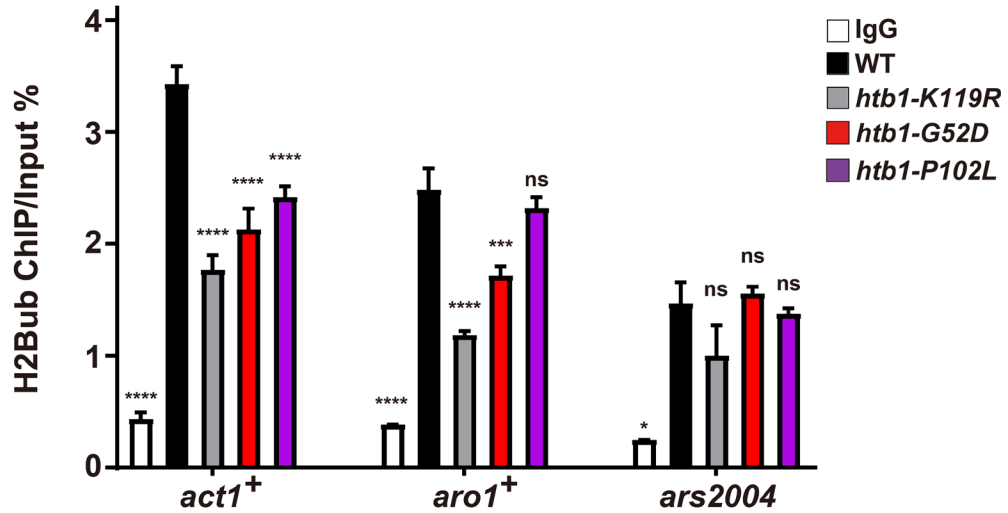

**B**

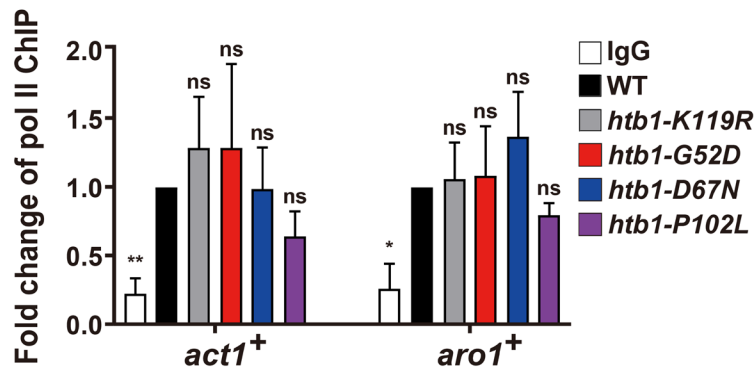

**Figure S6 (related to Figure 6).** (A) The ChIP-qPCR analysis of H2B<sup>ub</sup> enrichment percentage at *act1*<sup>+</sup>, *aro1*<sup>+</sup>, and an intergenic site *ars2004* in the *htb1-G52D/P102L/K119R* mutants. (B) The ChIP-qPCR analysis of relative fold change of RNA pol II subunit Rpb1 at *act1*<sup>+</sup> and *aro1*<sup>+</sup> genes in the *htb1-G52D/D67N/P102L/K119R* mutants. The RNA pol II enrichment in *htb1-K119R* (YGF226), *htb1-G52D* (YGF277), *htb1-D67N* (YGF324), and *htb1-P102L* (YGF279) is relative to that in WT (TK8) (set as 1). The H2Bub enrichment or relative fold change of RNA pol II is plotted as mean  $\pm$  SD (n = 3). A one-way ANOVA is performed for multiple comparisons to WT.

**Figure S7**

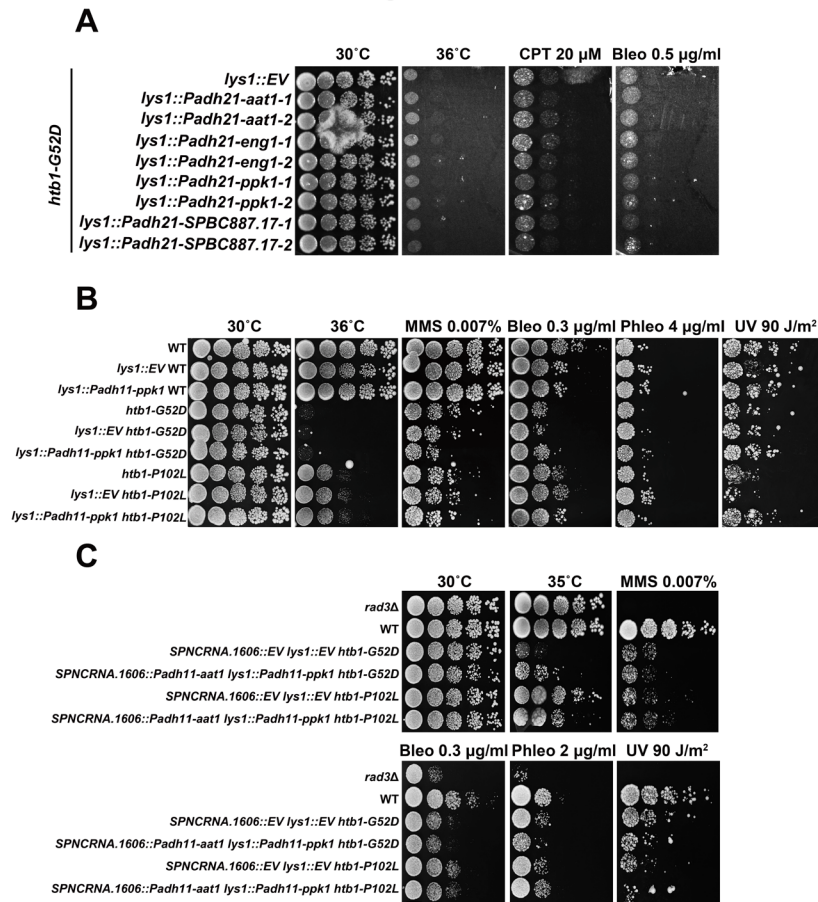

**Figure S7.** The effects of *aat1*<sup>+</sup>, *eng1*<sup>+</sup>, *ppk1*<sup>+</sup>, and *SPBC887.17*<sup>+</sup> overexpression on the temperature and genotoxic sensitivities of the *htb1-G52D/P102L* mutants. (A) The growth of *htb1-G52D* with EV control (YGF422), *htb1-G52D* with overexpressed Aat1 (YGF530), *htb1-G52D* with overexpressed Eng1 (YGF531), *htb1-G52D* with overexpressed Ppk1 (YGF532), and *htb1-G52D* with overexpressed SPBC887.17 (YGF533) under indicated conditions. These genes are integrated at the *lys1* locus and overexpressed under *adh21* promoter. EV indicates empty vector. (B) The growth of WT (TK8), WT with overexpressed EV control (YGF467), WT with overexpressed Ppk1 (YGF470), *htb1-G52D* (YGF277), *htb1-G52D* with EV control (YGF422), *htb1-G52D* with overexpressed Ppk1 (YGF599), *htb1-P102L* (YGF279), *htb1-P102L* with EV control (YGF424), and *htb1-P102L* with overexpressed Ppk1 (YGF602) under indicated conditions. The *ppk1*<sup>+</sup> gene is integrated at the *lys1* locus and overexpressed under *adh11* promoter. (C) The growth of WT (TK8), *htb1-G52D* with EV control (YGF655), *htb1-G52D* with overexpressed Ppk1 and Aat1 (YGF657), *htb1-P102L* with EV control (YGF656), and *htb1-P102L* with overexpressed Ppk1 and Aat1 (YGF658) under indicated conditions. The *ppk1*<sup>+</sup> gene is integrated at the *lys1* locus and overexpressed under *adh11* promoter. The *aat1*<sup>+</sup> gene is integrated at the *SPNCRNA.1606* locus and overexpressed under *adh11* promoter. The length of incubation time is four days.

**Figure S8**

**A**

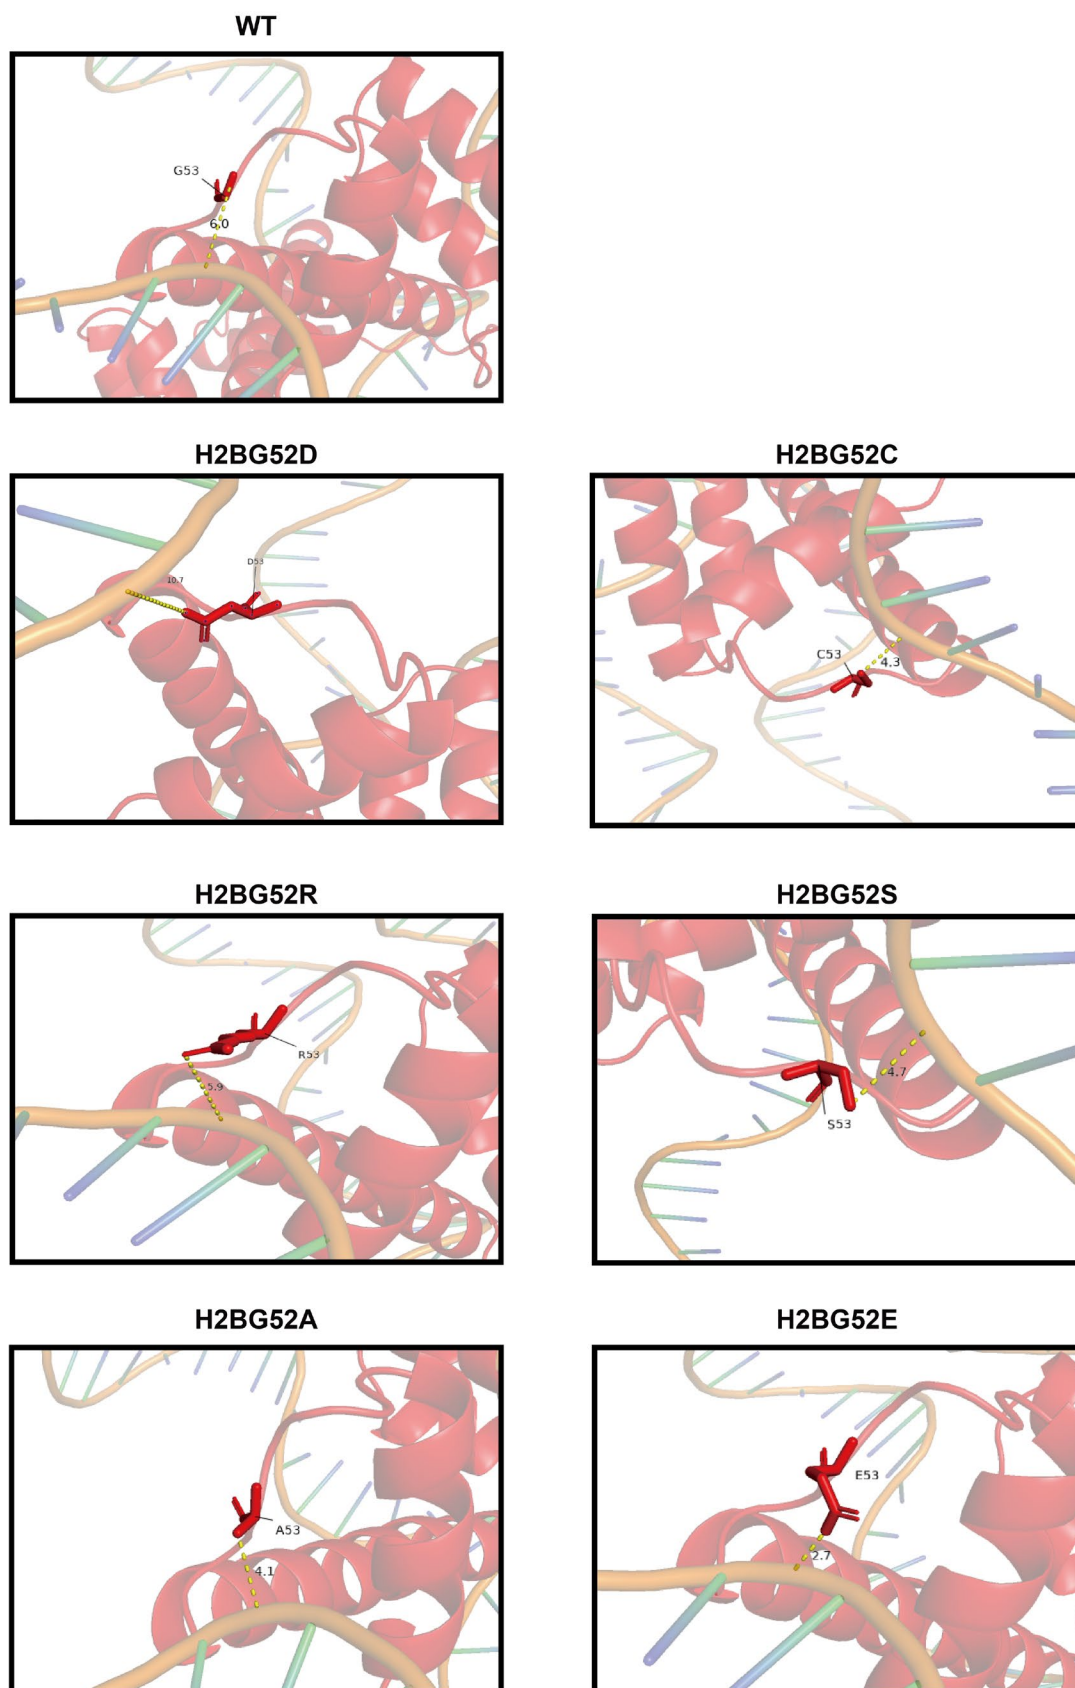

**Figure S8**

**B**

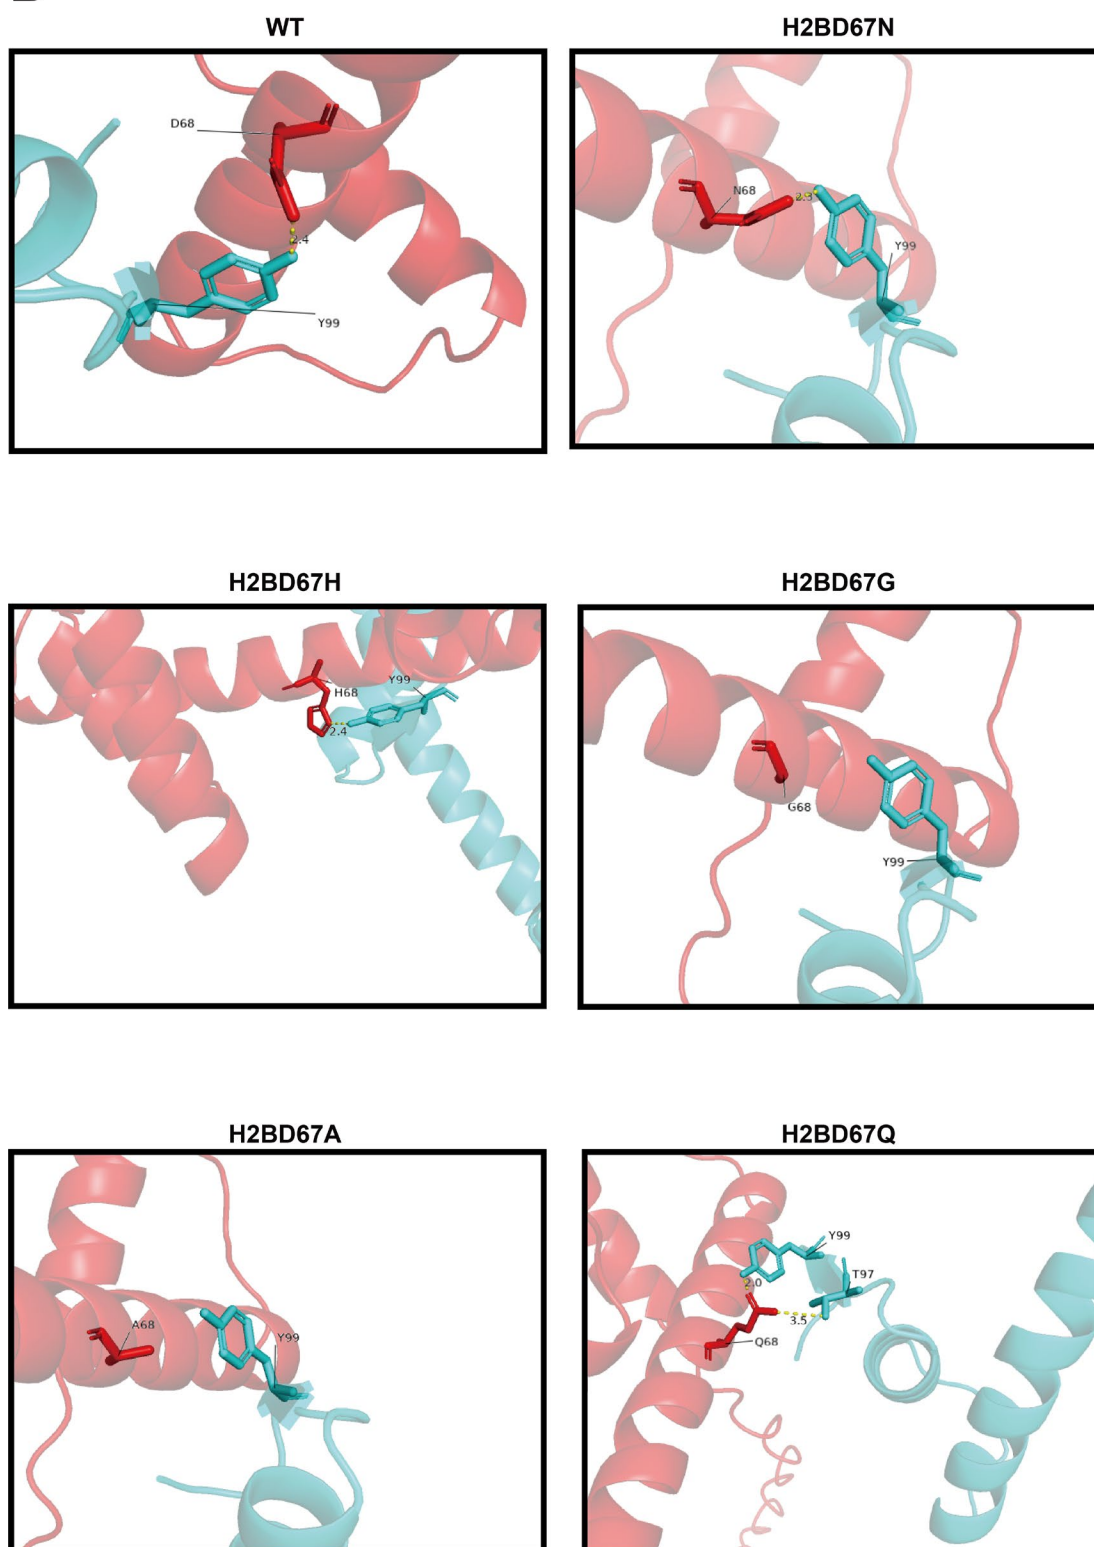

**Figure S8**

**C**

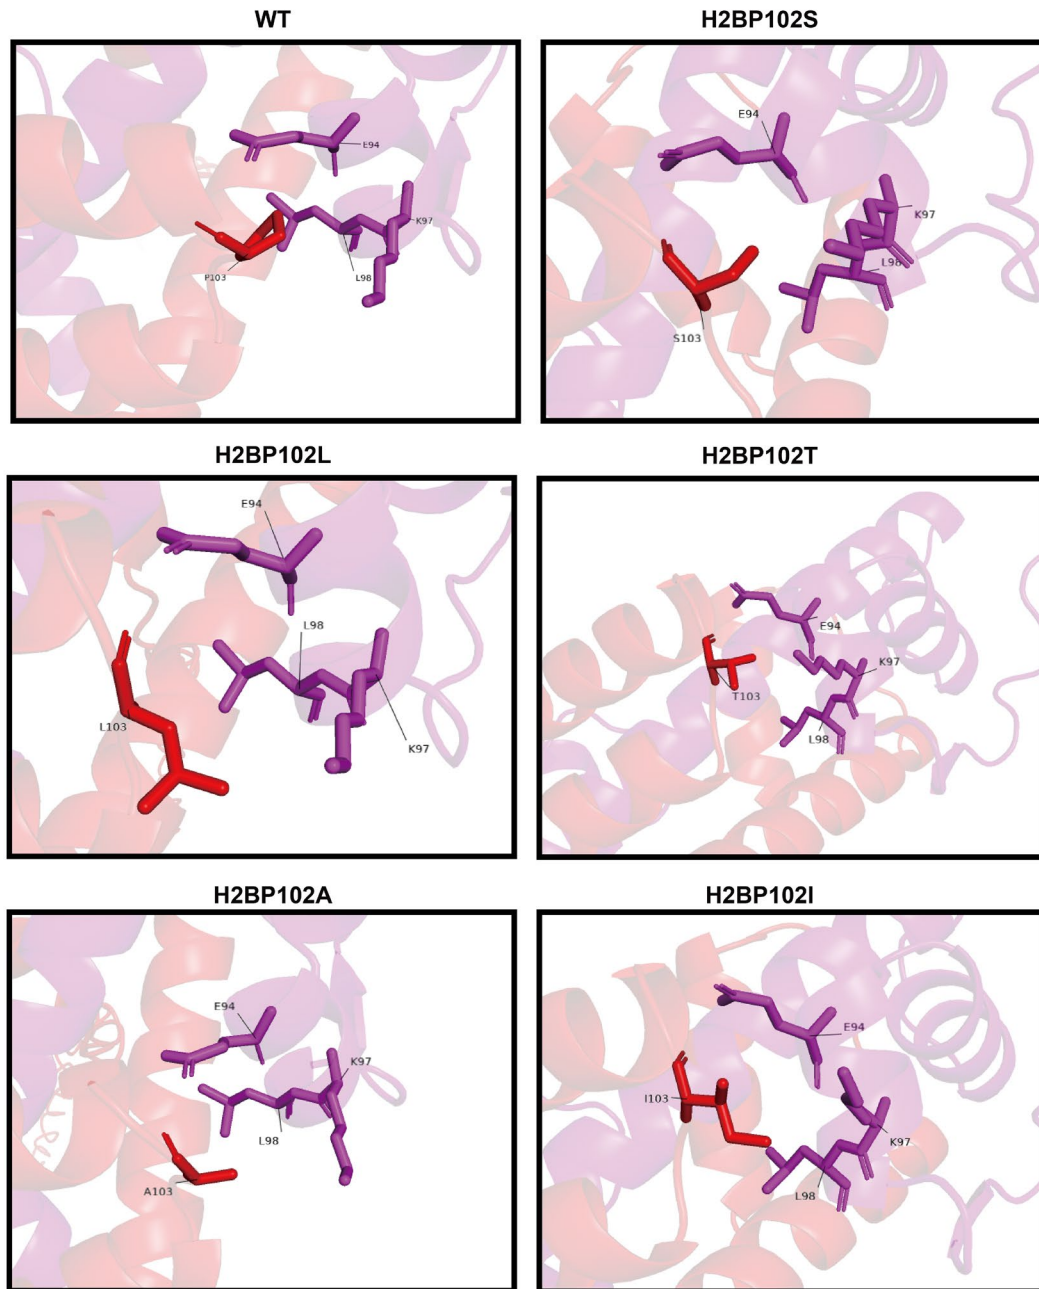

**Figure S8.** The predicated effects of onco-mutations at H2B-Gly52/Asp67/Pro102 residues on the *S. pombe* nucleosome structure. *S. pombe* histones H3 (P09988), H4 (P09322), H2A (P04909), and H2B (P04913) were used to predict the nucleosome structure by AlphaFold 3 server. (A) The predicted molecular docking between the mutated amino acids at H2B-Gly52 (red) and nucleosomal DNA (orange). (B) The predicted molecular docking between the mutated amino acids at H2B-Asp67 (red) and H4-Tyr98 (green). (C) The predicted molecular docking between the mutated amino acids at H2B-Pro102 (red) and H2A-Glu93/Lys96/Leu97 (purple).

**Table S1.** Yeast strains used in this study.

| Strain | Genotype                                                                                       | Source     |
|--------|------------------------------------------------------------------------------------------------|------------|
| LD297  | <i>h<sup>-</sup> leu1-32 ura4-D18 ade6-M210 his3-D1 rad3Δ::LEU2</i>                            | L. Du      |
| TK8    | <i>h<sup>+</sup> ade6-M216 leu1-32 ura4-D18</i>                                                | T. Kelly   |
| YGF226 | <i>h<sup>-</sup> ura4-D18 htb1-K119R::kanMX6</i>                                               | This study |
| YGF277 | <i>h<sup>-</sup> ade6? leu1-32 ura4-D18 htb1-G52D</i>                                          | This study |
| YGF279 | <i>h<sup>-</sup> ade6? leu1-32 ura4-D18 htb1-P102L</i>                                         | This study |
| YGF324 | <i>h<sup>+</sup> ade6-M210 leu1-32 ura4-D18 htb1-D67N::kanMX6</i>                              | This study |
| YGF325 | <i>h<sup>+</sup> ade6-M210 leu1-32 ura4-D18 htb1-P102S::kanMX6</i>                             | This study |
| YGF415 | <i>h<sup>+</sup> ade6-M216 leu1-32 ura4-D18 ubp8Δ::kanMX6</i>                                  | This study |
| YGF416 | <i>h<sup>-</sup> ade6? leu1-32 ura4-D18 htb1-G52D ubp8Δ::kanMX6</i>                            | This study |
| YGF417 | <i>h<sup>-</sup> ade6? leu1-32 ura4-D18 htb1-P102L ubp8Δ::kanMX6</i>                           | This study |
| YGF422 | <i>h<sup>+</sup> ade6? leu1-32 ura4-D18 htb1-G52D lys1Δ::[pHBKA21-5FLAG-hphMX6]</i>            | This study |
| YGF424 | <i>h<sup>+</sup> ade6? leu1-32 ura4-D18 htb1-P102L lys1Δ::[pHBKA21-5FLAG-hphMX6]</i>           | This study |
| YGF443 | <i>h? ade6? leu1? ura4? htb1-D67N::kanMX6 ubp8Δ::hphMX6</i>                                    | This study |
| YGF459 | <i>h<sup>+</sup> ade6-M216 leu1-32 ura4-D18 htb1-G52A::kanMX6</i>                              | This study |
| YGF460 | <i>h<sup>+</sup> ade6-M216 leu1-32 ura4-D18 htb1-G52S::kanMX6</i>                              | This study |
| YGF467 | <i>h<sup>+</sup> ade6-M216 leu1-32 ura4-D18 lys1Δ::[pHBKA21-5FLAG-hphMX6]</i>                  | This study |
| YGF470 | <i>h<sup>+</sup> ade6-M216 leu1-32 ura4-D18 lys1Δ::[pHBKA11-ppk1-5FLAG-hphMX6]</i>             | This study |
| YGF505 | <i>h<sup>+</sup> ade6-M216 leu1-32 ura4-D18 htb1-P102I::kanMX6</i>                             | This study |
| YGF506 | <i>h<sup>+</sup> ade6-M216 leu1-32 ura4-D18 htb1-G52P::kanMX6</i>                              | This study |
| YGF507 | <i>h<sup>+</sup> ade6-M216 leu1-32 ura4-D18 htb1-G52C::kanMX6</i>                              | This study |
| YGF508 | <i>h<sup>+</sup> ade6-M216 leu1-32 ura4-D18 htb1-G52E::kanMX6</i>                              | This study |
| YGF509 | <i>h<sup>+</sup> ade6-M216 leu1-32 ura4-D18 htb1-D67Q::kanMX6</i>                              | This study |
| YGF510 | <i>h<sup>+</sup> ade6-M216 leu1-32 ura4-D18 htb1-G52R::kanMX6</i>                              | This study |
| YGF511 | <i>h<sup>+</sup> ade6-M216 leu1-32 ura4-D18 htb1-P102A::kanMX6</i>                             | This study |
| YGF512 | <i>h<sup>+</sup> ade6-M216 leu1-32 ura4-D18 htb1-P102T::kanMX6</i>                             | This study |
| YGF513 | <i>h<sup>+</sup> ade6-M216 leu1-32 ura4-D18 htb1-D67A::kanMX6</i>                              | This study |
| YGF514 | <i>h<sup>+</sup> ade6-M216 leu1-32 ura4-D18 htb1-D67G::kanMX6</i>                              | This study |
| YGF515 | <i>h<sup>+</sup> ade6-M216 leu1-32 ura4-D18 htb1-D67H::kanMX6</i>                              | This study |
| YGF530 | <i>h<sup>+</sup> ade6? leu1-32 ura4-D18 htb1-G52D lys1Δ::[pHBKA21-aat1-5FLAG-hphMX6]</i>       | This study |
| YGF531 | <i>h<sup>+</sup> ade6? leu1-32 ura4-D18 htb1-G52D lys1Δ::[pHBKA21-eng1-5FLAG-hphMX6]</i>       | This study |
| YGF532 | <i>h<sup>+</sup> ade6? leu1-32 ura4-D18 htb1-G52D lys1Δ::[pHBKA21-ppk1-5FLAG-hphMX6]</i>       | This study |
| YGF533 | <i>h<sup>+</sup> ade6? leu1-32 ura4-D18 htb1-G52D lys1Δ::[pHBKA21-SPBC887.17-5FLAG-hphMX6]</i> | This study |

|        |                                                                                                                        |            |
|--------|------------------------------------------------------------------------------------------------------------------------|------------|
| YGF591 | <i>h<sup>+</sup> ade6-M216 leu1-32 ura4-D18 ppk1-5FLAG::hphMX6</i>                                                     | This study |
| YGF592 | <i>h<sup>-</sup> ura4-D18 htb1-K119R::kanMX6 ppk1-5FLAG::hphMX6</i>                                                    | This study |
| YGF594 | <i>h<sup>-</sup> ade6? leu1-32 ura4-D18 htb1-G52D ppk1-5FLAG::hphMX6</i>                                               | This study |
| YGF595 | <i>h<sup>-</sup> ade6? leu1-32 ura4-D18 htb1-P102L ppk1-5FLAG::hphMX6</i>                                              | This study |
| YGF599 | <i>h<sup>+</sup> ade6? leu1-32 ura4-D18 htb1-G52D lys1Δ::[pHBKA11-ppk1-5FLAG-hphMX6]</i>                               | This study |
| YGF602 | <i>h<sup>+</sup> ade6? leu1-32 ura4-D18 htb1-P102L lys1Δ::[pHBKA11-ppk1-5FLAG-hphMX6]</i>                              | This study |
| YGF632 | <i>h<sup>+</sup> ade6-M216 leu1-32 ura4-D18 eng1-5FLAG::hphMX6</i>                                                     | This study |
| YGF633 | <i>h<sup>-</sup> ura4-D18 htb1-K119R::kanMX6 eng1-5FLAG::hphMX6</i>                                                    | This study |
| YGF634 | <i>h<sup>-</sup> ade6? leu1-32 ura4-D18 htb1-G52D eng1-5FLAG::hphMX6</i>                                               | This study |
| YGF635 | <i>h<sup>-</sup> ade6? leu1-32 ura4-D18 htb1-P102L eng1-5FLAG::hphMX6</i>                                              | This study |
| YGF644 | <i>h<sup>+</sup> ade6-M216 leu1-32 ura4-D18 aat1-5FLAG::hphMX6</i>                                                     | This study |
| YGF645 | <i>h<sup>-</sup> ura4-D18 htb1-K119R::kanMX6 aat1-5FLAG::hphMX6</i>                                                    | This study |
| YGF646 | <i>h<sup>-</sup> ade6? leu1-32 ura4-D18 htb1-G52D aat1-5FLAG::hphMX6</i>                                               | This study |
| YGF647 | <i>h<sup>-</sup> ade6? leu1-32 ura4-D18 htb1-P102L aat1-5FLAG::hphMX6</i>                                              | This study |
| YGF651 | <i>h<sup>+</sup> ade6-M210 leu1-32 ura4-D18 eng1Δ::kanMX6</i>                                                          | This study |
| YGF652 | <i>h<sup>+</sup> ade6-M210 leu1-32 ura4-D18 aat1Δ::kanMX6</i>                                                          | This study |
| YGF653 | <i>h<sup>+</sup> ade6-M210 leu1-32 ura4-D18 SPBC887.17Δ::kanMX6</i>                                                    | This study |
| YGF655 | <i>h<sup>-</sup> ade6? leu1-32 ura4-D18 htb1-G52D lys1Δ::[pHBKA21-5FLAG-hphMX6]) SPNCRNA.1606::[pKANZA11-GFP]</i>      | This study |
| YGF656 | <i>h<sup>-</sup> ade6? leu1-32 ura4-D18 htb1-P102L lys1Δ::[pHBKA21-5FLAG-hphMX6]) SPNCRNA.1606::[pKANZA11-GFP]</i>     | This study |
| YGF657 | <i>h<sup>-</sup> ade6? leu1-32 ura4-D18 htb1-G52D lys1Δ::[pHBKA11-ppk1-hphMX6]) SPNCRNA.1606::[pKANZA11-aat1-GFP]</i>  | This study |
| YGF658 | <i>h<sup>-</sup> ade6? leu1-32 ura4-D18 htb1-P102L lys1Δ::[pHBKA11-ppk1-hphMX6]) SPNCRNA.1606::[pKANZA11-aat1-GFP]</i> | This study |

---

**Table S2.** Plasmids used in this study.

| Plasmid | Alias                   | Description                                                   | Source     |
|---------|-------------------------|---------------------------------------------------------------|------------|
| pGF2    | pFA6a-htb1-kanMX6       | pFA6a containing <i>htb1</i> and <i>kanMX6</i>                | This study |
| pGF68   | pFA6a-htb1-K119R-kanMX6 | pFA6a containing <i>htb1-K119R</i> mutation and <i>kanMX6</i> | This study |
| pGF73   | pFA6a-htb1-G52D-kanMX6  | pFA6a containing <i>htb1-G52D</i> mutation and <i>kanMX6</i>  | This study |
| pGF74   | pFA6a-htb1-P102L-kanMX6 | pFA6a containing <i>htb1-P102L</i> mutation and <i>kanMX6</i> | This study |
| pGF93   | pFA6a-htb1-P102S-kanMX6 | pFA6a containing <i>htb1-P102S</i> mutation and <i>kanMX6</i> | This study |
| pGF98   | pFA6a-htb1-D67N-kanMX6  | pFA6a containing <i>htb1-D67N</i> mutation and <i>kanMX6</i>  | This study |
| pGF117  | pHBKA11-5FLAG           | pUC119-Padh11-5FLAG-hygR-lys1D                                | Q. Jin     |
| pGF156  | pHBKA21-5FLAG           | pUC119-Padh21-5FLAG-hygR-lys1D                                | Q. Jin     |
| pGF186  | pFA6a-htb1-G52A-kanMX6  | pFA6a containing <i>htb1-G52A</i> mutation and <i>kanMX6</i>  | This study |
| pGF187  | pFA6a-htb1-G52C-kanMX6  | pFA6a containing <i>htb1-G52C</i> mutation and <i>kanMX6</i>  | This study |
| pGF188  | pFA6a-htb1-G52S-kanMX6  | pFA6a containing <i>htb1-G52S</i> mutation and <i>kanMX6</i>  | This study |
| pGF189  | pFA6a-htb1-G52R-kanMX6  | pFA6a containing <i>htb1-G52R</i> mutation and <i>kanMX6</i>  | This study |
| pGF194  | pFA6a-htb1-D67A-kanMX6  | pFA6a containing <i>htb1-D67A</i> mutation and <i>kanMX6</i>  | This study |
| pGF195  | pFA6a-htb1-D67G-kanMX6  | pFA6a containing <i>htb1-D67G</i> mutation and <i>kanMX6</i>  | This study |
| pGF196  | pFA6a-htb1-D67H-kanMX6  | pFA6a containing <i>htb1-D67H</i> mutation and <i>kanMX6</i>  | This study |
| pGF197  | pFA6a-htb1-P102A-kanMX6 | pFA6a containing <i>htb1-P102A</i> mutation and <i>kanMX6</i> | This study |
| pGF198  | pFA6a-htb1-P102T-kanMX6 | pFA6a containing <i>htb1-P102T</i> mutation and <i>kanMX6</i> | This study |
| pGF210  | pFA6a-htb1-G52E-kanMX6  | pFA6a containing <i>htb1-G52E</i> mutation and <i>kanMX6</i>  | This study |
| pGF211  | pFA6a-htb1-G52P-kanMX6  | pFA6a containing <i>htb1-G52P</i> mutation and <i>kanMX6</i>  | This study |
| pGF212  | pFA6a-htb1-P102I-kanMX6 | pFA6a containing <i>htb1-P102I</i> mutation and <i>kanMX6</i> | This study |

|        |                          |                                                              |            |
|--------|--------------------------|--------------------------------------------------------------|------------|
| pGF213 | pFA6a-htb1-D67Q-kanMX6   | pFA6a containing <i>htb1-D67Q</i> mutation and <i>kanMX6</i> | This study |
| pGF217 | pHBKA21-SPBC887.17-5FLAG | pUC119-Padh21-SPBC887.17-5FLAG-hygR-lys1D                    | This study |
| pGF218 | pHBKA21-aat1-5FLAG       | pUC119-Padh21-aat1-5FLAG-hygR-lys1D                          | This study |
| pGF219 | pHBKA21-eng1-5FLAG       | pUC119-Padh21-eng1-5FLAG-hygR-lys1D                          | This study |
| pGF220 | pHBKA21-ppk1-5FLAG       | pUC119-Padh21-ppk1-5FLAG-hygR-lys1D                          | This study |
| pGF224 | pKANZA11-GFP             | pUC119-Padh11-GFP-kanMX6-SPNCRNA.1606                        | Q. Jin     |
| pGF230 | pHBKA11-ppk1-5FLAG       | pUC119-Padh11-ppk1-5FLAG-hygR-lys1D                          | This study |
| pGF234 | pKANZA11-aat1-GFP        | pUC119-Padh11-aat1-GFP-kanMX6-SPNCRNA.1606                   | This study |

---

**Table S3.** Antibodies used in this study.

| <b>Antibody</b>                        | <b>Description</b>      | <b>Source</b>    |
|----------------------------------------|-------------------------|------------------|
| Actin (rabbit mAb)                     | IB: 1:10000             | Abclonal (AC026) |
| H2BK119ub (rabbit mAb)                 | IB: 1:1000; ChIP: 1:200 | CST (5546)       |
| H2B (rabbit pAb)                       | IB: 1:1000              | GeneTex (64122)  |
| FLAG (mouse mAb)                       | IB: 1:1000              | Sigma (F1804)    |
| RNA pol II Rpb1 (mouse mAb)            | ChIP: 1:500             | Sigma (05-623)   |
| IgG-Alexa Fluor Plus 800 (anti-mouse)  | IB: 1:10000             | Thermo (A32730)  |
| IgG-Alexa Fluor Plus 800 (anti-rabbit) | IB: 1:10000             | Thermo (A32735)  |

**Table S4.** Primers used in the qPCR assays.

| Oligonucleotide | Sequence (5' to 3')                                | Use                                                               |
|-----------------|----------------------------------------------------|-------------------------------------------------------------------|
| GF85            | ATGGTAGATGGAGAAACG<br>GG                           | Forward primer for ChIP-qPCR <i>ars2004</i>                       |
| GF86            | CACGGCATCTTTCTTCACG<br>A                           | Reverse primer for ChIP-qPCR <i>ars2004</i>                       |
| GF352           | CCATTGAGCACGGTATTGT<br>C                           | Forward primer for RT-qPCR and ChIP-qPCR <i>act1</i> <sup>+</sup> |
| GF353           | GAGCCTCAGTCAACAAGCA<br>A                           | Reverse primer for RT-qPCR and ChIP-qPCR <i>act1</i> <sup>+</sup> |
| GF858           | GCTCCACAAGTCTCAGAGG<br>CC                          | Forward primer for RT-qPCR and ChIP-qPCR <i>aat1</i> <sup>+</sup> |
| GF859           | CGTCAGCTTCTCTGGCTGG                                | Reverse primer for RT-qPCR and ChIP-qPCR <i>aat1</i> <sup>+</sup> |
| GF860           | GTTTGGCACAATGCTCGCC                                | Forward primer for RT-qPCR <i>eng1</i> <sup>+</sup>               |
| GF861           | CGGTGCCGAAATAACTGGC<br>TG                          | Reverse primer for RT-qPCR <i>eng1</i> <sup>+</sup>               |
| GF866           | AGTACTGATCGTGCACTAC<br>CGG                         | Forward primer for RT-qPCR and ChIP-qPCR <i>ppk1</i> <sup>+</sup> |
| GF867           | GTTAGTGAAGTAGGGGCTT<br>TCGG                        | Reverse primer for RT-qPCR and ChIP-qPCR <i>ppk1</i> <sup>+</sup> |
| GF868           | ACCGCTGCCATTTCTGCTC                                | Forward primer for RT-qPCR <i>SPBC887.17</i> <sup>+</sup>         |
| GF869           | TCTCGATAGGAAACACGTC<br>CAGTG                       | Reverse primer for RT-qPCR <i>SPBC887.17</i> <sup>+</sup>         |
| GF978           | TTATTGAGTAAGTCAACAA<br>TTCAAATTTTCGATTTAGTT<br>AGG | Forward primer for RT-qPCR and ChIP-qPCR <i>aro1</i> <sup>+</sup> |
| GF979           | CCTGATTCTACTAGCTGAA<br>GTGCTAAAAAAATTAC            | Reverse primer for RT-qPCR and ChIP-qPCR <i>aro1</i> <sup>+</sup> |
| GF982           | GATATCGTCTAGGCCGGCT<br>TAGAG                       | Forward primer for ChIP-qPCR <i>eng1</i> <sup>+</sup>             |
| GF983           | AGTCTAAAGGTTACATCC<br>AGTGTGAAC                    | Reverse primer for ChIP-qPCR <i>eng1</i> <sup>+</sup>             |
| GF986           | AGCAAATCTTGAACAATAA<br>TAGTATTCTGTCGG              | Forward primer for ChIP-qPCR <i>SPBC887.17</i> <sup>+</sup>       |
| GF987           | ACAGGTTGCGAAATATGTA<br>AGATGAAGC                   | Reverse primer for ChIP-qPCR <i>SPBC887.17</i> <sup>+</sup>       |

**Table S5.** The expression of all genes in *htb1-G52D*, *htb1-G52E*, *htb1-G52R*, *htb1-P102L*, *htb1-P102S*, *htb1-D67N*, and *htb1-D67H*.

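The deposited table with the expression of all genes in WT and *htb1-K119R* gives, for each of 5184 genes, the count and the FPKM of 3 libraries per genotype, the mean FPKM of each genotype, their log2 ratio, and the *P* value and FDR of the authors' test. FPKM divides a count by the length of the transcript and by the mapped reads of the library, so that genes of different length can be compared within a library. No library had a count for 46 of the genes. Of the transcripts named by the authors' assembly, 45 were tested here, of which 8 were upregulated and 6 were downregulated in *htb1-K119R*. Coordinates in ASM294v3 could be assigned to 5109 gene IDs (98.6%).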

**Table S6.** The expression of all genes in *htb1-K119R*.

**Table S7.** The expression of all genes in *htb1-G52D*, *htb1-G52D ubp8Δ*, *htb1-P102L*, *htb1-P102L ubp8Δ*, *htb1-D67N*, and *htb1-D67N ubp8Δ*.

**Table S8.** DEGs in *htb1-G52D*, *htb1-G52E*, *htb1-G52R*, *htb1-P102L*, *htb1-P102S*, *htb1-D67N*, and *htb1-D67H*.

**Table S9.** DEGs in *htb1-K119R*.

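The paper lists 250 upregulated and 77 downregulated genes, which are the genes of the deposited table with an FDR below 0.05 and a more than 2-fold ratio of mean FPKM. Of these, 206 upregulated genes and all 77 downregulated genes were also DEGs in the edgeR fit with TMM normalization. That fit called 28 upregulated and 104 downregulated genes that the list does not hold, and 33 of the latter have an FDR below 0.05 in the authors' test. No gene was called in opposite directions. In the deposited table, the median log2 fold change of the 4969 genes tested here is 0.16, and with TMM normalization it was −0.01.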

**Table S10.** DEGs in *htb1-G52D*, *htb1-G52D ubp8Δ*, *htb1-P102L*, *htb1-P102L ubp8Δ*, *htb1-D67N*, and *htb1-D67N ubp8Δ*.

How the deposited data were processed for this re-analysis (not part of the article)

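RNA-seq of *S. pombe* with 3 WT and 3 *htb1-K119R* libraries was analyzed. The libraries were grouped by genotype, and the replicate numbers 1, 2, and 3 are those of the sample labels, which the column names of the deposited table repeat. The authors extracted total RNA, enriched mRNA with oligo(dT), sequenced it on an Illumina HiSeq instrument, removed rRNA reads, and mapped the rest with HISAT2 to the genome of Ensembl release 45. The authors deposited whole-number counts per gene and library without normalization, and the tool that counted is not stated. The authors computed FPKM values per gene and library via StringTie, and their mean per genotype with 0 replaced by 0.001. The deposited log2 fold change is the log2 ratio of the mean FPKM values. The deposited p-value and FDR come from the authors' test on the Omicsmart platform, which the paper's text does not name. A further deposited table holds the 327 genes past the paper's thresholds. The tables list 12 further columns of per-sample values, which were not used here. The RNA-seq of the other *htb1* mutants and of the *ubp8*Δ strains was not analysed here apart from the paper's lists of their DEGs.

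Library totals lay between 15987167 and 20701391 counts. The median count per gene was between 253 and 514.5, and between 96 and 127 genes had a count of 0 in a library. WT replicates 1 and 2 were scaled by TMM factors of 0.824 and 0.863, and the other libraries by factors from 1.01 to 1.17. The chi-square per gene between replicates, which is 1 for counting error alone, was between 8.37 and 80.9, so the spread between replicates exceeded the counting error in each pair.

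The counts were fitted with edgeR 4.0.16 in R 4.3.3, with genotype as the only factor, TMM normalization, filterByExpr, and the quasi-likelihood test (glmQLFit and glmQLFTest), and the p-values were adjusted by Benjamini-Hochberg. Standard errors of log2 fold changes are those implied by the quasi-likelihood F statistic. Genes with an FDR below 0.05 and more than 2-fold change were called. CPM values are TMM-normalized. Overlaps with the paper's lists were tested by one-sided Fisher's exact tests against the genes tested. The *htb1-G52D* list is complete, whereas the *htb1-P102L* and *htb1-D67N* lists used here hold part of the paper's DEGs, the latter from Table S10. Gene Ontology process terms of 5 to 500 tested genes, as the deposited table annotates them, were tested by one-sided Fisher's exact tests against tested genes with a term. The deposited table carries no coordinates. Positions, GC content, and gene lengths come from the ASM294v3 genome by matching gene IDs, which succeeded for 5109 of 5184 IDs (98.6%), and the deposited table holds nothing with which the assembly behind Ensembl release 45 could be compared with it. Genes with a copy of at least 95% identity over at least 50% of their length (BLAST 2.17.0) were treated as near-identical copies. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, and scipy 1.17.1 were used.

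The genes named individually follow a rule set before the data were examined. They are *htb1*+, the genes the paper names for *htb1-K119R* or as controls, the 5 largest increases and the 5 largest decreases among DEGs whose libraries do not overlap between genotypes and that reach 10 CPM in the higher genotype, the markers and mating-type genes that differ between the strains, and the members of any group of 5 or fewer that is reported. The genes changed in opposite directions in *htb1-K119R* and *htb1-G52D* were named after their values were seen.

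The following alternatives were set before the data were examined. They are DESeq2 1.42.0, edgeR's exact test, RLE normalization, library totals without composition normalization, no low-count filter, at least 10 counts in every library, the replicate number as a block, the fold change from mean FPKM, limma 3.58.1 on log2(FPKM + 1) and on log2(FPKM + 0.1) for genes of mean FPKM of at least 1 and without that filter, a correction for GC content and gene length by lowess offsets (span 0.3) alone and with the block, FDR below 0.01, FDR below 0.05 alone, GO terms of 10 to 200 genes, every gene as background, and leaving out each library in turn. Library totals without the 100 genes of highest count were added after the data were seen. The methods were tested on simulated data. With 200 of 4982 genes changed, edgeR and DESeq2 recovered 100% with 0 false calls, and with no gene changed neither called a gene. The median log2 fold changes of the raised and lowered genes were 1.955 and −1.953 in edgeR. The simulated libraries held no outlying library, composition difference, or length bias, so the result does not extend to these. For gene sets, a planted term was found, 0 of 100 random lists had an enriched term, and 5 of 100 random pairs of lists had an overlap *P* below 0.05 (5184 genes).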

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

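The tests of a deletion in the *htb1-K119R* strain and of a peculiarity of the WT strain were chosen only after the results were seen, and the left 120 kb of chromosome II was singled out after its values were seen.

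Genes near chromosome ends, which the paper does not discuss for *htb1-K119R*, were frequent among the downregulated genes. Of the 175 downregulated genes with coordinates, 36 lie within 100 kb of a chromosome end, where 4.99 were expected (one-sided Fisher's exact test, *P* = 3.15e-22). Of the upregulated genes, 20 lie there, where 6.35 were expected (*P* = 3.81e-06, the same exact test). Under the other settings, 18 to 38 downregulated genes lay near ends. After the correction for GC content and gene length there were 34, and with the replicate block 35. Several technical explanations were weighed. Reads shared between near-identical copies do not account for all of it, since without such genes 18 downregulated genes remained near ends against 3.39 expected (exact test, *P* = 3.92e-09). Low counts do not either, since among genes of at least 10 CPM there were 18 against 2.33 expected (exact test, *P* = 3.78e-12). The left 120 kb of chromosome II held the densest group, with 15 of 21 tested genes downregulated, 1 upregulated, and a median log2 fold change of −1.43, and 12 of the 21 have a near-identical copy. A deletion in the *htb1-K119R* strain would leave these genes without reads, but where a near-identical copy exists its reads could remain, so this can be judged only for the 6 of the 15 without one. Of these 6, 0 had at most 3 counts in every *htb1-K119R* library, which speaks against a deletion of the whole stretch and leaves one among the 9 others open. A deletion at single genes of the 6 is not closed by this cut-off either. *pfl7*+ and *SPBPB10D8.01*+ averaged 0.184 and 0.312 CPM in *htb1-K119R*, close to the CPM of 3 counts. A difference particular to the *htb1-K119R* strain would not be shared with *htb1-G52D*, but 9 genes of this stretch are in the paper's list of genes downregulated in *htb1-G52D*, where 0.675 were expected (exact test, *P* = 6.19e-09), and 2 are in the upregulated list. The incomplete downregulated lists of *htb1-P102L* and *htb1-D67N* used here hold fewer genes of the stretch, 5 and 2. A peculiarity of the WT strain would also lower these genes in *htb1-G52D ubp8Δ*, which the paper compares with WT too, unless the deletion of *ubp8*+ raised them. The paper reports that *aat1*+, a gene of this stretch, was higher in *ubp8*Δ. Of the 8 genes of the stretch downregulated in both *htb1-K119R* and *htb1-G52D*, 0 are in its downregulated list (Table S10). This cannot decide on that explanation for these 8, since the deletion may raise a gene, and a gene absent from a list may still be lower. The list is short, with 5 genes of which 4 were tested. Of these 4, 1 is another gene of the stretch, for which a peculiarity of the WT strain stays open as well. Silent chromatin near chromosome ends may respond to the loss of H2B ub, and the 36 downregulated genes are consistent with an effect there, but this remains a hypothesis found and tested on the same data.

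A total of 5 genes were detected in one genotype only, with at least 10 counts in every library of one and at most 3 in every library of the other, and the paper's text does not discuss them. *SPAC922.06*+ was at least 35.6-fold lower in *htb1-K119R*. *SPCC777.04*+, *shu1*+, *mde7*+, and an assembled transcript without a known gene were at least 20-fold, 14.9-fold, 11.7-fold, and 11.7-fold higher. These folds are lower bounds against 3 counts. A difference particular to the *htb1-K119R* strain, such as a deletion or an insertion at a gene, was weighed by asking whether the genes change in *htb1-G52D* too. Of the 5 genes, 2 (*SPAC922.06*+ and *shu1*+) are listed by the paper as changed in the same direction in *htb1-G52D*, which goes against that explanation for these 2 and leaves it open for the other 3. *SPAC922.06*+ and *shu1*+ lie 92.8 and 85.6 kb from an end of chromosome I. Of these 2 genes, *shu1*+ is also listed as upregulated in *htb1-G52D ubp8Δ* and *SPAC922.06*+ is not listed as downregulated there, so a peculiarity of the WT strain stays open for *shu1*+. Absence from that short list does not exclude it for *SPAC922.06*+ either. Reads of another organism were not tested. No biological explanation was tested beyond the comparison with *htb1-G52D*.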

How the results depend on the processing

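DESeq2, edgeR's exact test, RLE normalization, no low-count filter, at least 10 counts in every library, and FDR below 0.01 gave 208 to 240 upregulated and 160 to 183 downregulated genes, against 234 and 181. After the GC and length correction, 215 genes were upregulated and 158 were downregulated, of which 190 and 133 were also called without it. With the block added to that correction there were 215 and 149, of which 188 and 128 were also called without either. No gene called here was called in the opposite direction under any setting run. The log2 fold changes of *aat1*+, *eng1*+, and *SPBC887.17*+ stayed negative with an adjusted *P* below 0.05 under every setting, from −2.78 to −2.27, −1.44 to −0.88, and −1.48 to −1.05. The change of *eng1*+ was below 2-fold with library totals, also without the 100 genes of highest count, with mean FPKM, and with limma. That of *ppk1*+ stayed positive, from 0.09 to 0.65.

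With the replicate number as a block, 241 genes were upregulated and 176 were downregulated. The correlation of same-numbered libraries was 0.144, which other pairings of the same libraries exceeded, so the block rests on the labels. With the pairing, the log2 fold changes were −2.67 for *aat1*+, −1.10 for *eng1*+, 0.50 for *ppk1*+, −1.25 for *SPBC887.17*+, and −0.29 for *act1*+. Shared genes with the block were 28 up and 28 down for *htb1-G52D*, 12 and 23 for *htb1-P102L*, and 17 and 28 for *htb1-D67N*, and 4 and 3 up for *htb1-G52E* and *htb1-G52D ubp8Δ*. There were 6 genes in opposite directions and 0 enriched terms in each direction.

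The number of downregulated genes depended on the scaling. With library totals alone, 298 genes were upregulated and 108 were downregulated, so 73.4% of the DEGs were upregulated against 56.4% with TMM, and the median log2 fold change of all genes was 0.15 against −0.01. With the fold change from mean FPKM, 113 genes were downregulated. With limma there were 66 on log2(FPKM + 1), 97 on log2(FPKM + 0.1), and 66 on log2(FPKM + 1) without a filter. These FPKM settings use no composition normalization either, and in each 73.4% to 73.7% of the DEGs were upregulated. Without a fold threshold, 924 genes were upregulated and 958 were downregulated, since smaller changes count. Across the 6 fits that each left out one library, 223 to 291 genes were upregulated and 165 to 214 were downregulated.

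The difference in *ppk1*+ lost its significance under several settings. Its log2 fold change was 0.64 with library totals (adjusted *P* = 0.114), 0.43, 0.65, and 0.43 in the 3 limma settings above, 0.10 after the GC and length correction (adjusted *P* = 0.572), 0.087 after that correction with the block (adjusted *P* = 0.63), and 0.59 with totals without the 100 genes of highest count, which were chosen after seeing the data. It ranged from 0.43 to 0.62 with each library left out and was not significant in 4 of these 6 fits, without WT replicate 1 or 2 (adjusted *P* = 0.0648 and 0.0999) and without *htb1-K119R* replicate 1 or 2 (0.0982 and 0.0953). Over its alternatives, the adjusted *P* ranged from 0.00241 to 0.63 (edgeR's quasi-likelihood test, or limma, with Benjamini-Hochberg adjustment). That of *act1*+ ranged from −0.49 to −0.18 with each library left out and passed the test without WT replicate 3. For *ppk1*+, the GC and length correction removed most of the difference, from 0.50 to 0.10. Its rise may thus be tied to GC content or gene length. The correction cannot tell a bias from an effect of genotype that follows length. For *act1*+ the cause was not tested.

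The downregulated genes shared with *htb1-G52D* numbered 18 in each of the 3 limma settings. Those shared with *htb1-P102L* numbered 12, 15, and 12 there, and those shared with *htb1-D67N* 12, 16, and 12, and 18 with library totals. These smaller overlaps still exceeded the expected numbers (largest *P* = 1.98e-06, one-sided Fisher's exact test). The upregulated genes shared with *htb1-P102L* ranged from 9 to 13 with each library left out and did not pass the test without WT replicate 3 (9 genes, Fisher's exact test, *P* = 0.0865). Those shared with *htb1-G52E* numbered 2 with limma on log2(FPKM + 1), ranged from 2 to 4 with each library left out, and did not pass without *htb1-K119R* replicate 3 (2 genes, Fisher's exact test, *P* = 0.061). Those shared with *htb1-G52D ubp8Δ* numbered 2 or 3 under every setting. Genes in opposite directions in *htb1-K119R* and *htb1-G52D* numbered 3 after the GC and length correction with the block. With the fold change from mean FPKM, 1 GO term was enriched among the upregulated genes (DNA duplex unwinding, adjusted *P* = 0.0233 from Fisher's exact test). Among the downregulated genes, 1 term, transmembrane transport, was enriched with limma on log2(FPKM + 1) with and without a filter, after the GC and length correction, and after it with the block. With each library left out there were 0 to 1 terms in either direction. Over the settings of the fit, the smallest adjusted *P* of a term ranged from 0.0233 to 1 for upregulated and from 2.47e-05 to 0.623 for downregulated genes. The cause was not tested.

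Among genes named singly, reversals occurred in *aro1*+, *ade6*+, and *mam2*+, whose log2 fold changes are 0.07, −0.01, and 0.03. *aro1*+ was at −0.39 after the GC and length correction, at −0.38 after it with the block, and between −0.12 and 0.35 with each library left out. *ade6*+ was at 0.19 with library totals, with mean FPKM, and in the 3 limma settings, at 0.017 with the block, at 0.14 after the GC and length correction, at 0.15 after it with the block, at 0.12 with totals without the 100 genes of highest count, and between −0.18 and 0.15 with each library left out. *mam2*+ lay between −0.21 and 0.51 with each library left out. The cause was not tested. Leaving aside *aat1*+, *eng1*+, *ppk1*+, *SPBC887.17*+, and *act1*+, which are described above, there were 12 other changes among genes named singly, each of them stronger, and 348 values kept their direction and side of the threshold. Depth limits the mating-type genes *mfm1*+ and *mfm3*+, which had at most 24 counts in any library and were not tested.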

Differences from the paper's values

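With edgeR's TMM normalization, 181 genes were downregulated in *htb1-K119R*, against the paper's 77. Among the alternatives set before the data were examined, library totals (108 genes), the fold change from mean FPKM (113), and limma on log2(FPKM + 1), on log2(FPKM + 0.1), and on log2(FPKM + 1) without a filter (66, 97, and 66) came within 1.5 times the paper's number. The other alternatives did not. All 77 of the paper's genes were among the 181. Of the paper's 250 upregulated genes, 206 were among the 234 called here. Library totals and the fold change from mean FPKM called 248 and 249 of the 250, and limma on log2(FPKM + 0.1) called 227. The exact test and no low-count filter called 207 each, the replicate block 209, and the fit without WT replicate 1 called 210. Others called fewer, down to 176 after the GC and length correction with the block. Of the paper's 77 downregulated genes, limma on log2(FPKM + 1) called 62 with and without a filter, and limma on log2(FPKM + 0.1) called 75. Library totals without the 100 genes of highest count, chosen after seeing the values, called 229 of them and 129 downregulated genes.

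For *htb1-G52D*, 28 downregulated genes were shared with *htb1-K119R*, against about 18 in Fig. S3G, read by eye. Library totals (19), at least 10 counts in every library (23), the fold change from mean FPKM (19), the 3 limma settings (18 in each), the GC and length correction alone (26) and with the block (25), and leaving out *htb1-K119R* replicate 1 (26) came within 1.5 times that number. The other alternatives set before the data were examined did not.

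The log2 fold change of *eng1*+ was −1.10, against the paper's −0.94 in the deposited table. It came within the replicate spread of the paper's value with library totals (−0.94), with mean FPKM (−0.94), and in the limma settings (−0.88 and −0.92), and with none of the other alternatives set before the data were examined.

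The paper states that its RNA-seq shows *ppk1*+ as downregulated in *htb1-K119R*. Here its log2 fold change was 0.50, and it was positive in every setting run. The authors' deposited table also gives a positive value of 0.65, with the authors' FDR of 0.312. The paper also reports lower *ppk1*+ RNA by RT-qPCR and lower tagged Ppk1 protein in *htb1-K119R*, and cites earlier microarray data. None of these were examined here, so the counts bear only on the RNA-seq statement. The paper names *eng1*+ as downregulated with reference to its list of DEGs, and the authors' value of −0.94 is below the paper's 2-fold threshold, whereas with TMM normalization the gene passed it.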

Other observations

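The tests of mating type, and the splits for the overlaps with *htb1-P102L*, *htb1-D67N*, *htb1-G52E*, and *htb1-G52D ubp8Δ*, were chosen only after the results were seen.

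The 6 libraries can be split into groups of 3 in 10 ways. The real split parts all 3 same-numbered pairs, as do 4 splits in all, and the 6 others part only 1 pair. Among these 4 splits, 1, the real one, gave as many upregulated genes, downregulated genes, genes shared with *htb1-G52D*, *htb1-P102L*, or *htb1-D67N* in each direction, upregulated genes shared with *htb1-G52E* or *htb1-G52D ubp8Δ*, and genes in opposite directions as the real one. For the enriched GO terms, 4 of the 4 splits gave as many in each direction, since the real split had 0, with 31 and 21 terms at an unadjusted *P* below 0.05. A design of 3 against 3 cannot give a share low enough to exclude a grouping by chance. The mixed splits also carry the genotype difference within their groups, which by itself lowers their numbers of calls.

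WT replicate 3 differed from WT replicates 1 and 2 by a mean absolute log2 difference of 0.356 per gene. A bias of GC content or gene length may contribute, since the correction lowered the difference by 15.6%, to 0.3, which leaves most of it. RNA of translation genes was lower in WT replicate 3, with a median log2 difference of −0.629 for 165 genes, below the central 95% of random sets matched on expression (−0.524 to −0.44). This is consistent with a culture in another growth state, which the labels do not record, so it cannot be separated from a technical difference.

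For the DEGs themselves, 77.8% were also called after the GC and length correction, so such a bias does not account for most of them. Genes that overlap a gene on the other strand were not more frequent among DEGs (33.9%) than among other tested genes (38%, one-sided Fisher's exact test, *P* = 0.952). The lower number of downregulated genes with library totals may reflect a few genes taking most of the counts. When the 100 genes of highest count were left out of the totals, the number rose from 108 to 129, which is toward the 181 with TMM but nearer to the 108, so these genes account for part of the gap at most.

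Gene length and log2 fold change were correlated across genes, which are not independent replicates (Spearman's rho 0.35, 4913 genes), so longer genes were higher in *htb1-K119R*. If longer genes depended more on H2B ub for elongation, they would fall more, and the relation ran the other way. It was 0.334 with library totals and 0.347 after the GC content was regressed out. Length was also correlated with the difference of WT replicate 3 from WT replicates 1 and 2 (rho 0.419), so a difference of RNA quality or library preparation between cultures cannot be told apart from an effect of genotype.

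DEGs lay side by side more often than in 10000 shuffles of gene positions. There were 24 adjacent pairs of downregulated genes against a mean of 6.18 (permutation test, *P* = 0.0001, the smallest that the shuffles can give) and 17 pairs of upregulated genes against 10.1 (*P* = 0.02). Away from chromosome ends there were 10 and 12 pairs. Neighbours may share chromatin or a copy-number change, and neither was tested.

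The WT strain carries *ade6-M216* and *leu1-32*, which the *htb1-K119R* strain does not. The 15 leucine and adenine biosynthesis genes had a median log2 fold change of −0.31, within the central 95% of random sets (−0.409 to 0.213), so no shift of these pathways as a group was seen, which leaves an effect on single genes open. *leu1*+ itself was lower (log2 fold change −0.48, SE 0.202, adjusted *P* = 0.0812, edgeR's quasi-likelihood test), and passed with DESeq2 (0.0334), edgeR's exact test (0.0397), library totals (0.0309), totals without the 100 genes of highest count (0.0412), and without WT replicate 3 (1.54e-05). The strains differ in mating type (WT *h*+, *htb1-K119R* *h*-). Of 5 mating-type genes tested, 0 changed in the direction of the mating types with an adjusted *P* below 0.05, and 0 with an unadjusted *P* below 0.05. Under some other settings 2 of them did, so an effect of mating type cannot be excluded. The M-specific *mam1*+ (log2 fold change 0.60, adjusted *P* = 0.15) passed with the replicate block (0.0313) and without WT replicate 3 (0.000164), and *mfm2*+ (0.36, adjusted *P* = 0.34) passed after the GC and length correction (0.0037), after it with the block (0.0032), and without WT replicate 1 (0.035), all with edgeR's quasi-likelihood test. The P-specific *map2*+ was higher in *htb1-K119R*, against that direction (log2 fold change 1.13, adjusted *P* = 0.00241, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, range over its alternatives 8.21e-06 to 0.0211). For the 160 DNA repair genes, the median log2 fold change was 0.103, within the central 95% of random sets (−0.097 to 0.111), with 13 genes upregulated and 2 downregulated. The paper's statement on DNA repair genes is about the other mutants.

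The paper describes similar GO patterns in *htb1-K119R* and the other mutants. The number of DEGs per term in *htb1-K119R* and *htb1-G52D* had a Spearman's rho of 0.382. For 1000 pairs of random gene lists of the same sizes, the central 95% was 0.307 to 0.45 with a median of 0.379, so the sizes of the terms alone give a similarity of this size. Without the shared genes rho was 0.288. The GO level 2 terms of Fig. S3J were not rebuilt.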
